# The quest for epigenetic regulation underlying unisexual flower development in *Cucumis melo*

**DOI:** 10.1186/s13072-017-0132-6

**Published:** 2017-06-06

**Authors:** David Latrasse, Natalia Y. Rodriguez-Granados, Alaguraj Veluchamy, Kiruthiga Gayathri Mariappan, Claudia Bevilacqua, Nicolas Crapart, Celine Camps, Vivien Sommard, Cécile Raynaud, Catherine Dogimont, Adnane Boualem, Moussa Benhamed, Abdelhafid Bendahmane

## Abstract

**Background:**

Melon (*Cucumis melo*) is an important vegetable crop from the *Cucurbitaceae* family and a reference model specie for sex determination, fruit ripening and vascular fluxes studies. Nevertheless, the nature and role of its epigenome in gene expression regulation and more specifically in sex determination remains largely unknown.

**Results:**

We have investigated genome wide H3K27me3 and H3K9ac histone modifications and gene expression dynamics, in five melon organs. H3K9ac and H3K27me3 were mainly distributed along gene-rich regions and constrained to gene bodies. H3K9ac was preferentially located at the TSS, whereas H3K27me3 distributed uniformly from TSS to TES. As observed in other species, H3K9ac and H3K27me3 correlated with high and low gene expression levels, respectively. Comparative analyses of unisexual flowers pointed out sex-specific epigenetic states of TFs involved in ethylene response and flower development. Chip-qPCR analysis of laser dissected carpel and stamina primordia, revealed sex-specific histone modification of MADS-box genes. Using sex transition mutants, we demonstrated that the female promoting gene, *CmACS11*, represses the expression of the male promoting gene *CmWIP1* via deposition of H3K27me3.

**Conclusions:**

Our findings reveal the organ-specific landscapes of H3K9ac and H3K27me3 in melon. Our results also provide evidence that the sex determination genes recruit histone modifiers to orchestrate unisexual flower development in monoecious species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0132-6) contains supplementary material, which is available to authorized users.

## Background

Melon (*Cucumis melo*) belongs to the *Cucurbitaceae* family that includes about 800 species. Besides melon, the *Cucurbitaceae* family comprises several important vegetable crops, such as cucumber (*C. sativus*), watermelon (*Citrullus lanatus*), squash and pumpkin (*Cucurbita* spp.), and many neglected cultivated species that are major food crops in many developing countries. For decades, melon has been serving as a reference model organism for sex determination studies, and vascular fluxes [1, 2]. Melon also exhibits extreme genetic diversity for fruit traits, including fruit ripening, fruit shape, size, flesh color, texture, sweetness and aroma. Due to its relatively late entry into the genomic era, melon is a species with a barely explored epigenetic landscape. This limits the investigation of the cellular reprogramming of gene regulatory networks that drive development, growth and evolution of species of the *Cucurbitaceae* family.

Genome function, connectivity and structure rely on several epigenetic mechanisms that dynamically regulate the conformation of DNA, and thereby, its exposure to different regulators of gene transcription—e.g., transcription factors, non-coding RNAs, transposons [3–7]. At the chromatin level, DNA conformation can be modified by the addition or removal of chemical groups at specific N-terminal residues of histones [8, 9]. Some of these modifications are in charge of genome connectivity and heterochromatin stability, while others regulate gene expression or repression along the euchromatic regions. The distribution and abundance of these marks, at the gene and genome-wide scales, define an epigenetic landscape that directs cell differentiation and identity [10–13]. In the plant kingdom, genome-wide analyses of epigenetic landscapes have been performed in several species including *Arabidopsis* [14–17], maize [18–20], rice [21–23], common bean [24] and barley [25].

Histone methylation and acetylation are epigenetics marks that are usually associated with various biological processes ranging from transcriptional regulation to epigenetic silencing via heterochromatin assembly. While histone acetylation is commonly associated with transcription activation, histone methylation can either promote or inhibit gene transcription [5, 11, 18, 26–29]. Histone H3 lysine 9 acetylation (H3K9ac) is an epigenetic mark commonly found in active promoters [5, 20, 30, 31]. Genome-wide studies in *Arabidopsis* have found around 5200 non-Transposable Element (TE)-related genes that are targeted and regulated by H3K9ac [31]. In contrast, H3 lysine 27 trimethylation (H3K27me3) is commonly associated with gene repression, thereby contributing to the mitotic heritability of PRC2 (Polycomb repressive complex)-mediated silencing of numerous developmental and homeotic genes [29, 32, 33]. In the plant kingdom, the study of these epigenetic marks has elucidated the epigenetic component regulating plant growth and adaptation to their harsh environment [34–44].

The majority of angiosperms are hermaphrodite producing exclusively bisexual flowers. Sex determination is a developmental evolutionary process that leads to unisexual flowers. Monoecious species, such as melon, exhibit male and female flowers on the same plant. Dioecious species have separate male and female individuals [45, 46].

In melon, floral primordia are initially bisexual with sex determination occurring by the selective developmental arrest of either the stamen or the carpel primordia, resulting in unisexual flowers [47, 48]. This sexual organ arrest is genetically governed by the interplay of alleles of the *andromonoecious* (*M*), *androecious* gene (*A*) and *gynoecious* (*G*) genes [47, 49–51]. The cloning and characterization of *M*, *G* and *A* genes have shown that the *gynoecious* (*G*) gene encodes a zinc finger transcription factor, *CmWIP1* [47], the andromonoecious (*M*) gene and the androecious gene (*A*) encode ethylene biosynthesis enzymes: CmACS-7 [49] and CmACS11 [51], respectively. Genetic analysis revealed a mechanistic model in which expression of the carpel inhibitor, *CmWIP1*, is dependent on non-expression of *CmACS11* and expression of the stamina inhibitor, *CmACS*-*7*, is dependent on non-expression of *CmWIP1*. In monoecious plants, male flowers result from non-expression of *CmACS11* that permits *CmWIP1* expression. Female flowers develop on branches expressing *CmACS11*, which represses the expression of *CmWIP1*, and thus, releasing the expression of *CmACS7* inhibiting stamina development [51–53].

Now that the identity of the androecy, monoecy and gynoecy sex genes are revealed and genetic pathway controlling sex determination in *Cucurbitaceae* discovered, among the next challenges is to decipher how the sex determination signals are perceived and how the information is translated to cause organ-specific abortion at the flower and the plant level. Several studies have reported a wide-range of epigenetic processes and environmental cues that determine sex in animals [54–57]. In plants, it is well known that sex ratio and determination can be influenced by different environmental factors such as day length and light intensity [58], water restriction [59] and some plant hormones such as ethylene [49–51, 60–63], auxin [64] and gibberellins [65–67]. This multifactorial regulation of sex determination is still poorly characterized from the epigenetic point of view, where limited literature have reported the association for instance of small RNA (sRNAs) transcription and DNA hypomethylation with sex determination [54, 68–71].

In melon, the epigenetic control of sex determination remains poorly characterized and is mainly attributed to a transposon-induced DNA methylation that leads to gynoecy [47]. To gain new information on the epigenetic control of sex determination, we have examined the genome-wide landscape of H3K27me3 and H3K9ac histone modifications and gene expression dynamics, in five melon organs, focusing our analysis on unisexual flowers. The combination of epigenomic and gene ontology analysis pointed out sex-specific epigenetic states of TFs involved in ethylene response and sexual organs development. Furthermore, using sex transition mutants, we demonstrated that the female promoting gene represses the expression of the male promoting genes via deposition of H3K27me3.

## Results

### Genome-wide landscape of H3K9ac and H3K27me3 in melon

Genome-wide studies in *Arabidopsis* [14–17], and other plant species such as maize [19, 20], rice [21–23], and barley [25], have evidenced the important role of H3K9ac and H3K27me3 in gene activation and repression, respectively. The roles of these histone modifications in melon development remain unknown and represent a limit to fully understand how thousands of bioprocesses are regulated. To determine the genomic landscape and the organ specificity of those marks, we performed ChIP-seq analyses using H3K27me3 and H3K9ac antibodies on different organs, namely fruits, leaves, roots, female and male flowers. Two replicates per tissue were processed and present a correlation coefficient of at least 0.99 (Additional file 1: Figures S1 and S2). A minimum of 14 millions of mapped reads were obtained in the replicates implemented (Additional file 2: Table I). The MACS2 algorithm, which is designed to detect typical histone peaks [72], was used to determine loci that are significantly enriched with H3K9ac or with H3K27me3 (Additional file 1: Figures S3 and S4). We identified 18,424 H3K9ac marked genes in leaves, 18,024 in roots, 13,655 in fruits, 17,660 in male flowers and 16,348 in female flowers. On the other hand, we identified 6486 H3K27me3 marked genes in leaves, 7741 in fruits, 6823 in roots, 6055 in male and 6054 in female flowers (Fig. 1a; Additional file 3: Table II).

**Fig. 1:**
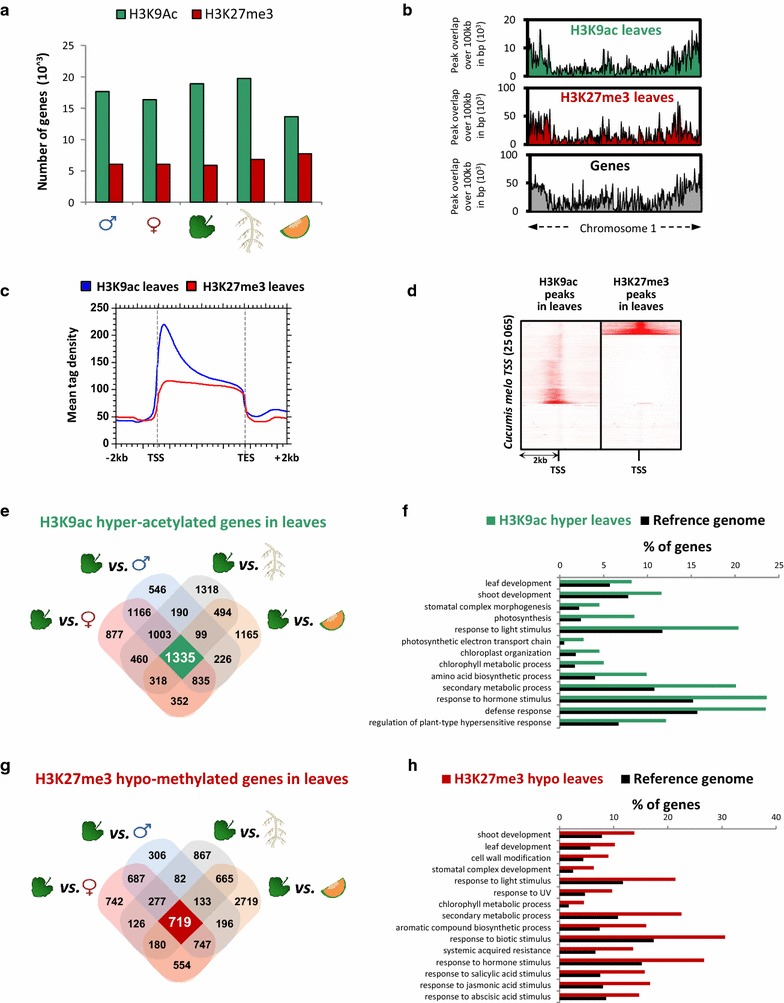
Genome-wide distribution and tissue-specificity of H3K9ac and H3K27me3 in melon. **a** H3K27me3 and H3K9ac target genes. Number of genes presenting H3K9ac (*green bar*) and H3K27me3 (*red bar*) peaks were quantified and plotted for the five different tissues. **b** H3K27me3 and H3K9ac distribution at the chromosome level. Distribution of H3K9ac (*green*, *upper panel*), H3K27me3 (*red*, *medium panel*) in leaves and annotated genes (*gray*, *bottom panel*) are plotted along the chromosome 1. **c** Average tag density profile of H3K27me3 and H3K9ac along the gene body. ChIP-Seq densities of equal bins were plotted along the gene body and 2-kb region flanking the TSS or the TES. **d** Correlation between the genome-wide distribution of H3K27me3 and H3K9ac. Heat map representing the tag density distribution of H3K27me3 and H3K9ac across all genes and a 2 kb flank. **e** Leaf-specific H3K9 hyper-acetylated genes. Paired comparisons of leaves vs. all the organs are shown as a Venn diagram, leaf-specific hyperacetylated genes correspond to the central overlap (highlighted in *green*). **f** GO terms of biological processes enriched for leaf-specific hyperacetylated genes. **g** Leaf-specific H3K27 hypo trimethylated genes. Paired comparisons of leaves versus all the tissues are shown as a Venn diagram, leave-specific hypo methylated genes correspond to the central overlap (highlighted in *red*). **h** GO terms of biological processes enriched for leave-specific hypo trimethylated genes. *p* values for each enriched class are presented in Additional file 9: Table VIII

Next we analyzed the distribution of those two marks at the chromosome and gene levels. For the sake of simplicity, we will describe mainly results obtained in leaves, and results obtained in the other organs are shown in the additional file. The chromosomal distributions of annotated genes, H3K9ac and H3K27me3 and in each organ on the 12 chromosomes, are illustrated in Additional file 1: Figure S3. At the chromosomal scale we observed an enrichment of both marks in gene-rich regions, which are localized at chromosome arms, compare to centromeric and pericentromeric regions, where the majority of transposable and retro transposable elements are located [73], consistent with the role of these histone marks in the control of gene expression (Fig. 1b; Additional file 1: Figures S5 and S6). In order to detail the H3K27me3 and H3K9ac distributions at the gene level, the peaks obtained in each tissue for both modifications were analyzed and averaged within a 4000-bp region, flanking the TSS and TES of all the annotated genes. We found that the peak length of H3K9ac ranged from 200 bp to 700 bp (Additional file 1: Figure S7), located preferentially at the TSS regions, which correspond to the first nucleosomes of the genes (Fig. 1c; Additional file 1: Figure S8). In contrast, H3K27me3 peaks presented an averaged length that ranged from 2500 to 2700 bp, which covered the entire gene body (Fig. 1c; Additional file 1: Figure S7). Those patterns were observed in all the organs (Additional file 1: Figures S7 and S8) and were consistent with previous studies on different plant species, highlighting conserved aspects of the epigenetic system in the plant kingdom. Integration of H3K9ac and H3K27me3 datasets showed a clear anti-correlation between those two marks (Fig. 1d). Altogether, these results showed that in melon, as in other plant species, H3K27me3 and H3K9ac are not enriched in intergenic regions but distributed along the gene body, supporting the role of these two marks in gene regulation in an exclusive manner.

### Identification of organ-specific H3K27me3 and H3K9ac landscapes

We next aimed to determine the organ-specific profile of both H3K27me3 and H3K9ac marks, and to determine whether these chromatin modifications contribute to the establishment of organ-specific gene expression programs. To this end, first, for each organ, we determined the genes that are marked either by H3K9ac or by H3K27me3 or by both. Secondly, we performed a comparison between all the possible paired combinations of the five different tissues using DiffReps, a highly sensitive program for the detection of differential sites from ChIP-seq data [74]. Third, a Venn diagram was generated to identify genes that were over-represented in the chosen organ regardless of which organ it was compared to and thus to fish out genes that are specifically marked in this organ (Fig. 1e, g; Additional file 1: Figures S9–S12; Additional file 4: Table III). To determine the biological function of these genes, we performed a gene ontology analysis (GO) using Plant MetGenMAP [75]. Organ-specific hyperacetylated and hypomethylated genes, displayed biological processes terms consistent with metabolic needs and physiological aspects of their corresponding organ, providing evidence for the robustness of our data (Fig. 1f, h; Additional file 1: Figures S9–S12). For example in leaves, we found 1335 specifically hyperacetylated genes involved in photosynthesis, leaf development, stomatal morphogenesis (Fig. 1f). Consistent results were also obtained for fruits, roots, female and male flowers (Additional file 1: Figures S9–S12).

These results suggest that both H3K9ac and H3K27me3 display an organ-specific profile crucial for cell identity and physiology.

### Relationship between gene expression and histone modifications in melon

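RNA-seq measures the abundance of transcripts by sequencing libraries made from RNA. Libraries were made from leaves, roots, fruits, male flowers and female flowers of monoecious melon, with 2 biological replicates for each organ, 10 samples in all. Plants were grown for 30 days in a growth chamber after transfer of 7-day-old seedlings, and flowers were collected at a length of 3 mm, at developmental stage 8. The authors trimmed the reads with Trimmomatic, mapped them to the melon genome v3.5.1 with TopHat, quantified transcripts with Cufflinks and deposited for each sample the FPKM (fragments scaled by transcript length and by the mapped fragments of the library) of 27427 genes, listed by their melon gene identifiers without coordinates. The files hold no read counts. The depth reported by the paper in Table I is 25462371 and 18736654 aligned reads for leaves, 17482645 and 31345566 for roots, 4182590 and 5099982 for fruits, 37858621 and 37120482 for male flowers and 42197944 and 45658218 for female flowers. Among genes with low FPKM in both replicates, from 12.9% in fruits to 25.0% in male flowers shared a single ratio between replicates. Read as steps of single reads, this ratio gave a depth of replicate 1 relative to replicate 2 of 1.31 in leaves, 0.558 in roots, 0.894 in fruits, 1.01 in male flowers and 0.911 in female flowers. The ratio was sought only near that of the aligned reads, so it is no independent measure of depth. At the depth of Table I, if each aligned read counts as a fragment, 1 read on a transcript of 1 kb is worth 0.239 and 0.196 FPKM in the fruit replicates but 0.0237 and 0.0219 FPKM in those of female flowers, so that low values are least precise in fruits. Genes with an FPKM of at least 1 numbered 13531 and 13800 in the leaf replicates, 15870 and 15888 in roots, 10086 and 10635 in fruits, 18342 and 18367 in male flowers and 17793 and 17761 in female flowers.

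FPKM values were used without further normalization and transformed as log2(FPKM + 1), which understates the change of genes with low values. Pearson correlations between replicates, across genes, were 0.9909 for leaves, 0.9901 for roots, 0.9574 for fruits, 0.9948 for male flowers and 0.9951 for female flowers (genes are not independent replicates). A pseudocount of 0.1 in place of 1 lowered the value for fruits to 0.9325. The 20025 genes with an FPKM of at least 1 in at least 2 of the 10 samples were tested with limma, with a mean for each organ, a spread shared by all organs and Benjamini-Hochberg adjustment within each comparison. A gene passed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. The sum of FPKM was not the same in all samples, ranging from 340978.8 in root replicate 1 to 812115.4 in fruit replicate 1, and the 3 highest genes held 66.53% and 55.79% of this sum in the fruit replicates, against 11.34% and 19.05% in roots. The 3 highest genes held 45.33% and 35.61% in the female flower replicates and 20.99% and 13.44% in those of male flowers.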

To connect H3K9ac and H3K27me3 histone marks with gene expression, we generated and integrated RNA-seq data from the five different organs. Firstly, we confirm that H3K9ac and H3K27me3 in *Cucumis melo* are, respectively, associated with gene expression and gene repression (Fig. 2a). 

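The expression of marked genes was retraced from the FPKM files and the lists of marked genes in Table II, in each organ over the gene numbers that both of its lists cover in the text available. Root was left out because its H3K27me3 list is not in gene order. In leaves, the 1409 genes listed only for H3K9ac had a mean log2(FPKM + 1) of 2.31 ± 1.75 (SD across genes) and a median of 2.89 FPKM, and the 230 genes listed only for H3K27me3 had a mean of 0.524 ± 1.19 and a median of 0 FPKM. The difference between these means was 1.79 ± 0.031 (SD, n = 2 replicates; permutation test across genes, p = 1e-05, the smallest p that 100000 resamples can give). The same difference was 1.73 ± 0.042 (SD, n = 2) in fruits, where 1518 and 813 genes were compared, 2.25 ± 0.018 (SD, n = 2) in male flowers, with 1436 and 271 genes, and 2.5 ± 0.027 (SD, n = 2) in female flowers, with 1490 and 387 genes. Each of these 3 differences had the same permutation p of 1e-05. An FPKM of at least 1 was reached by 76.6% of the H3K9ac-only genes and 18.7% of the H3K27me3-only genes in leaves, and by 94.4% and 27.6% in female flowers. Genes listed for both marks lay between, with a mean of 1.2 ± 1.51 (SD across 589 genes) in leaves. Genes listed for neither mark had a mean of 0.551 in leaves, 0.565 in fruits, 0.91 in male flowers and 1.02 in female flowers, against 0.524, 0.268, 1.09 and 0.863 for H3K27me3-only genes, and no test was made between these groups. The difference from H3K9ac-only genes therefore does not by itself show that H3K27me3-only genes are lower than unmarked genes. Restricting the comparison to genes with an FPKM above 0 in both replicates lowered the difference in leaves to 0.676 (permutation p = 0.002), and a pseudocount of 0.1 raised it to 3.7. From the association of the marks with RNA levels, the paper concludes that H3K9ac goes with gene expression and H3K27me3 with gene repression.

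**Figure D1:**
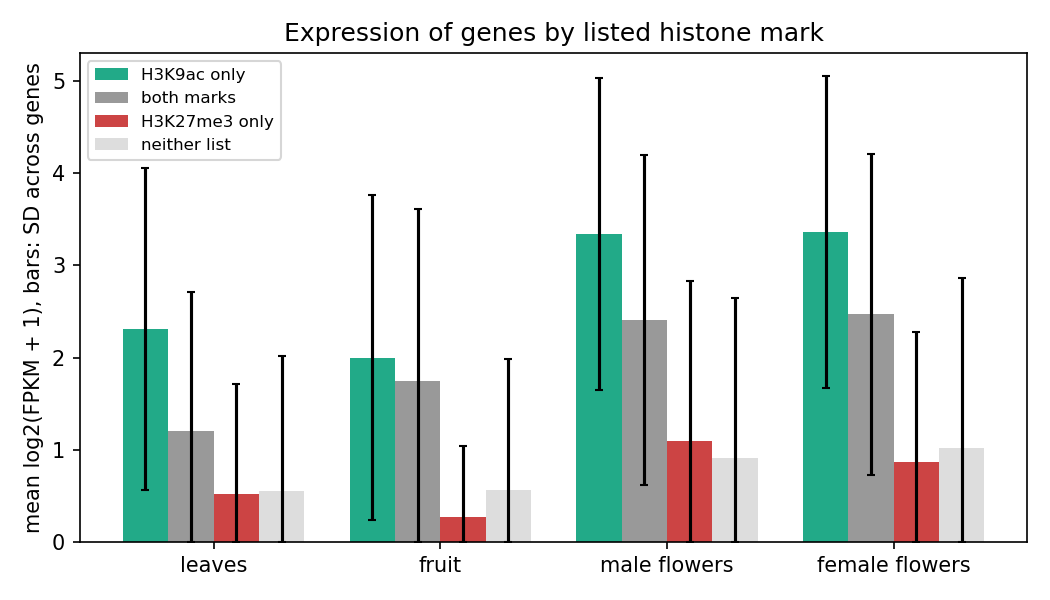
Mean log2(FPKM + 1) of genes listed in Table II for H3K9ac only, for both marks, for H3K27me3 only or for neither, in leaves, fruits, male flowers and female flowers. Error bars are the SD across genes, cut at 0. H3K9ac-only genes have the highest mean in each organ, 2.31 in leaves and 3.36 in female flowers.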

Secondly, in order to determine whether the level of acetylation or methylation could be correlated with gene expression, we divided all the protein coding genes into four quantiles based on their expression levels and plotted their H3K9ac or H3K27me3 profile (Fig. 2b). We observed that H3K9ac occupancy increases with expression level, while H3K27me3 showed the opposite pattern, where it displayed a high enrichment in the lowest-expressed genes but it remained unresponsive to intermediary and high expression levels. 

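Tag densities along the gene body are not in the files analysed here, so the share of genes listed as marked in leaves (Table II) was computed for each quartile of leaf expression. The quartiles were set on the mean FPKM of the 2 leaf replicates over all 27427 genes, with ties placed in the lower quartile. The lowest quartile held only genes with an FPKM of 0, the second reached 0.997 FPKM and the third 4.21 FPKM. Over the 4272 genes that the H3K9ac list covers, 7.7% of the genes in the lowest quartile were marked by H3K9ac, 59.1% in the second, 81.9% in the third and 77.3% in the highest. The highest quartile exceeded the lowest by 69.5 percentage points (Fisher's exact test, p = 2.81e-294). Among genes with an FPKM above 0 in both replicates, divided anew into quartiles, this difference was 1.1 percentage points (Fisher's exact test, p = 0.687). For H3K27me3, over the 8654 genes covered, 20.6% of the genes in the lowest quartile were marked, 38.0% in the second, 19.5% in the third and 15.4% in the highest. The lowest quartile exceeded the highest by 5.2 percentage points (Fisher's exact test, p = 5.7e-06) and the second exceeded the highest by 22.6 percentage points (p = 1.45e-62). The difference between the lowest and the highest quartile was 24.0 percentage points among genes with an FPKM above 0 in both replicates, and -0.1 percentage points in the lower-numbered part of the covered range (Fisher's exact test, p = 1.0). These shares count genes as marked or not and do not measure the level of the mark. From the profiles of Fig. 2b, the paper describes H3K9ac as rising with expression and H3K27me3 as high in the lowest-expressed genes.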

This results suggest that in *Cucumis melo* the more a gene is marked by H3K9ac and H3K27me3, the more it will be expressed and repressed, respectively (Fig. 2b).

**Fig. 2:**
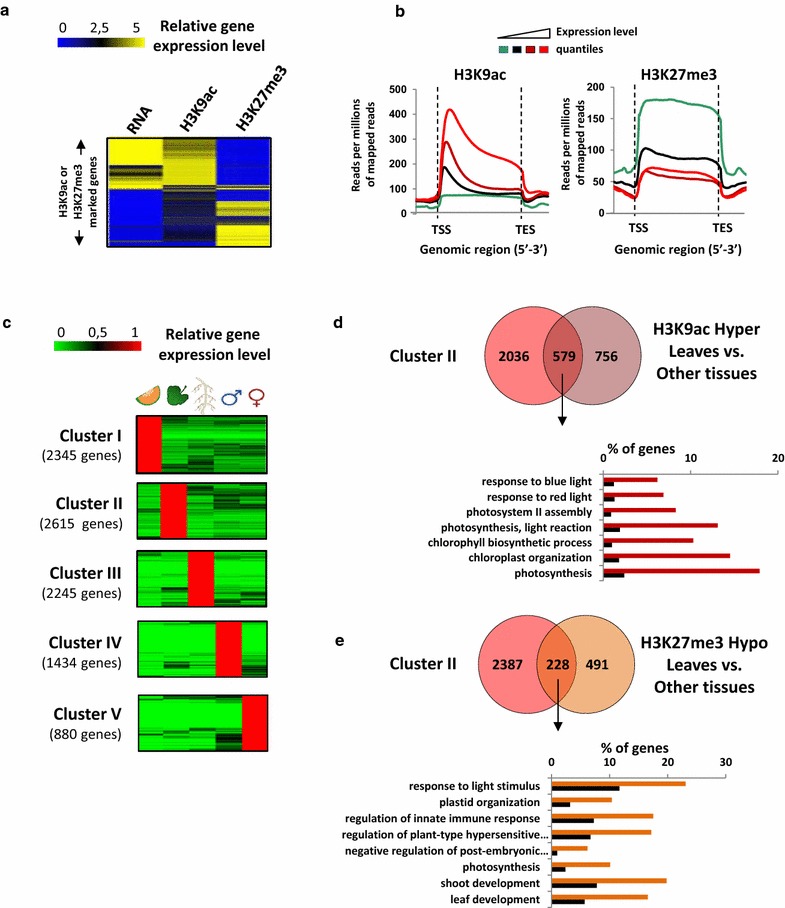
Correlation of H3K27me3 and H3K9ac with gene expression level and organ-specificity in leaves. **a** Correlation between H3K27me3, H3K9ac and gene expression. Genes specifically marked with H3K9ac or H3K27me3 in leaves were clustered based on the log2 value of their normalized tag densities of H3K9ac, H3K27me3 and RNA-seq data. Genes displaying the highest enrichment for H3K27me3 and H3K9ac were used with their corresponding gene expression levels in a heat map. **b** Correlation of between H3K27me3, H3K9ac and gene expression level. All the melon protein-coding genes were divided in 4 quantiles according to their gene expression levels (lowest and highest expression level corresponding to *green* and *red*, respectively). For each quantile the number of H3K27me3 and H3K9ac mapped reads was averaged and plotted along the gene body and 2-kb region flanking the TSS or the TES. **c** Gene clustering analyses based on organ-specific expression. Genes were sorted depending on their expression in each organ. 5 clusters, each one corresponding to an organ, are illustrated and numbered from 1 to 5. Number of genes of each cluster is also indicated. **d** Correlation of hyper-H3K9ac with tissue-specific gene activation. Venn diagram illustrating the genes whose high and tissue-specific expression is correlated with their tissue-specific hyper-acetylation (Overlapping set of genes). A Chi-squared test was done and confirmed the observed correlation. For this set of genes, GO terms of biological processes are shown below. **e** Correlation of hypo-H3K27me3 with tissue-specific gene activation. Venn diagram illustrating the genes whose high and tissue-specific expression is correlated with their tissue-specific hypomethylation (Overlapping set of genes). A Chi-squared test was done and confirmed the observed correlation. For this set of genes, GO terms of biological processes are shown below. *p* values for each enriched class are presented in Additional file 9: Table VIII

To confirm the relationship between gene expression and organ-specific landscape of H3K9ac and H3K27me3, we identified genes specifically expressed in each organ (Fig. 2c; Additional file 5: Table IV) and we compared them with organ-specific H3K9ac marked genes. 

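A gene was taken as organ-specific when the limma test gave a higher value in that organ than in each of the other 4 organs, with an adjusted p-value under 0.05 and a log2 fold change of at least 0.5 in all comparisons. This gave 1128 genes for leaves, 2069 for roots, 803 for fruits, 1729 for male flowers and 1177 for female flowers. The median of the smallest log2 fold change was 1.35 for leaf genes, 1.53 for root genes, 1.22 for fruit genes, 1.14 for male flower genes and 0.764 for female flower genes. By number of genes, quantile normalization between the 10 samples moved the counts of fruits and leaves most, to 3552 and 2332 genes. Omitting the fold change cutoff moved those of male and female flowers most, to 2631 and 2511 genes. In the other direction, quantile normalization lowered the count of male flowers to 882 genes. A cutoff of 1 on the log2 scale lowered that of female flowers to 349 genes. For roots a cutoff of 1 on the log2 scale moved the count most, to 1488 genes. The replicate numbers in the labels were also entered as a block. With this replicate block the counts were 1131, 2066, 805, 1721 and 1162 genes in the same order. Between organs, the deviations of samples with the same number were only weakly correlated across genes, with a mean of -0.0075. Every pair with roots was negative, from -0.0697 to -0.0422, and every other pair was positive, from 0.00882 to 0.0507. The mean thus hides these signs and does not exclude a weak shared deviation. With each of the 10 samples left out in turn, the counts stayed from 1074 to 1152 for leaves, from 766 to 916 for fruits and from 968 to 1309 for female flowers.

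The largest differences were found for MELO3C024356 in leaves, with 1459 ± 57.2 FPKM (SD, n = 2) against 7.205 ± 0.309 FPKM in roots, the nearest organ (log2 fold change 7.48, standard error 0.24, limma adjusted p = 1.34e-07), and for MELO3C013845 in roots, with 18420 ± 822 FPKM (SD, n = 2) against 14.35 ± 2.64 FPKM in fruits (log2 fold change 10.2, standard error 0.14, limma adjusted p = 3.52e-09). In fruits, MELO3C024771 had 5493 ± 732 FPKM (SD, n = 2) and at most 0.2007 ± 0.284 FPKM elsewhere (log2 fold change 12.2, standard error 0.16, limma adjusted p = 3.14e-09). MELO3C021147 in leaves, MELO3C008252 in roots and MELO3C025798 in fruits followed, with log2 fold changes against the nearest organ of 7.12, 9.58 and 11.6. In male flowers these genes were MELO3C016522 and MELO3C006883, and in female flowers MELO3C001111 and MELO3C007244. The overlap with Table IV was chosen after seeing the data. Of its genes in the text available, 1106 of 1999 leaf genes (55.3%), 1530 of 1999 root genes (76.5%), 793 of 1999 fruit genes (39.7%) and 352 of 880 female flower genes (40.0%) were organ-specific by this test. In reverse, 98.0% of the genes specific to leaves by this test were in that list. The share was 73.9% for roots, 98.8% for fruits and 29.9% for female flowers.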

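Among the 1335 genes that the paper lists as specifically hyperacetylated in leaves (Table III), 369 were organ-specific in expression by the limma test, or 27.6%, against 4.11% of all 27427 genes (Fisher's exact test, odds ratio 12.7, p = 1.54e-212). Among the 719 genes listed as specifically hypomethylated in leaves, 133 were organ-specific in expression, or 18.5% (Fisher's exact test, odds ratio 5.87, p = 8.59e-50). The shares went up most with quantile normalization between samples, to 40.9% of hyperacetylated and 28.1% of hypomethylated genes. When a replicate of any organ was left out, they ranged from 26.7% to 27.8% and from 17.8% to 18.8%. From the overlap of the lists, the paper concludes that a significant part of the genes with leaf-specific marks is specifically expressed in leaves.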

Interestingly, in the case of leaves, we found that a significant part of genes specifically hyperacetylated (43%) and hypomethylated (32%) are specifically expressed in this organ (Fig. 2d, e). Gene ontology analyses of these genes showed a significant enrichment in photosynthesis and response to light. 

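The lists of the other organs (Table III) were compared with the organ-specific genes in the same way. In roots, 614 of 1274 hyperacetylated genes (48.2%) were organ-specific in expression (Fisher's exact test, odds ratio 15.8, p under 1e-300), as were 369 hypomethylated genes (36.9% of that list; odds ratio 8.52, p = 9.44e-163). In fruits, 191 of the 1997 hyperacetylated genes available (9.6%) were organ-specific (Fisher's exact test, odds ratio 4.29, p = 2.46e-50), and 34 of 486 hypomethylated genes (7.0%; odds ratio 2.56, p = 3.57e-06). These fruit-hypomethylated genes were more often specific to roots (87 genes, 17.9%; Fisher's exact test, odds ratio 2.75, p = 4.96e-14), to male flowers (66 genes, 13.6%; odds ratio 2.39, p = 4.19e-09) and to female flowers (41 genes, 8.4%; odds ratio 2.09, p = 3.9e-05) than to fruits. Each test is against all genes and not against fruits, and the odds ratio of fruits, 2.56, was above those of both flowers. For leaves the share was 3.9% (odds ratio 0.948). The paper's list of hyperacetylated genes in fruits holds 3696 genes, and the rest of it is not in the files analysed here. In male flowers, the overlap was 80 of 316 hyperacetylated genes (25.3%; Fisher's exact test, odds ratio 5.23, p = 1.82e-27) and 22 of 102 hypomethylated genes (21.6%; odds ratio 4.13, p = 3.08e-07). In female flowers, it was 52 of 105 hyperacetylated genes (49.5%; Fisher's exact test, odds ratio 22.8, p = 9.29e-43) and 45 of 209 hypomethylated genes (21.5%; odds ratio 6.32, p = 1.89e-19). The share of all genes that were organ-specific was 7.54% for roots, 2.93% for fruits, 6.3% for male flowers and 4.29% for female flowers. Quantile normalization changed the share of hyperacetylated genes most in fruits, to 32.2%. The share of hypomethylated genes in fruits was then 11.9% and no longer exceeded that of all genes (Fisher's exact test, p = 0.54). With a cutoff of 1 on the log2 scale the shares of hyperacetylated genes fell to 39.9% in roots, 13.3% in male flowers and 31.4% in female flowers. From the tendency seen in all organs, the paper proposes that both marks control organ-specific gene expression.

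**Figure D2:**
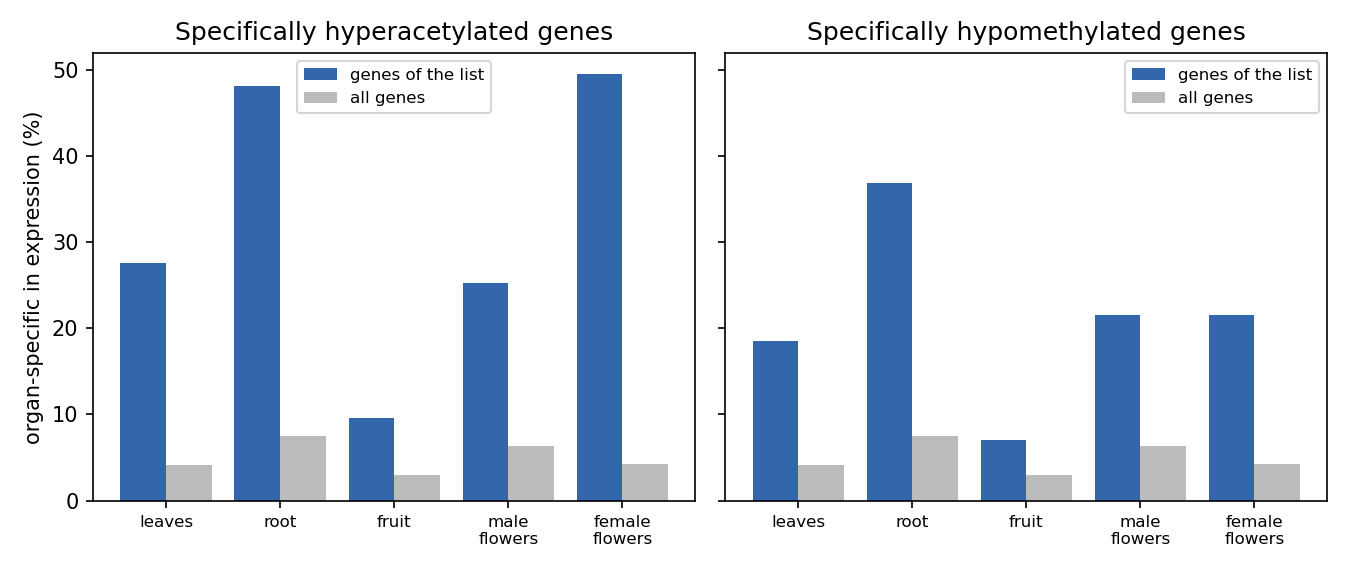
Percent of genes that are organ-specific in expression, among the genes the paper lists as specifically hyperacetylated (left) or hypomethylated (right) in each organ and among all genes. In each organ the share is higher in the list than among all genes, with the lowest values in fruits, 9.6% and 7.0%.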

In the case of roots, flowers and fruits we observed the same tendency, suggesting that both H3K9ac and H3K27me3 controlled organ-specific gene expression (Additional file 1: Figure S13).

### Female and male flower-specific epigenome landscapes

Beyond elucidating general aspects of the melon epigenome, the analyses we performed so far evidenced how H3K27me3 and H3K9ac organ-specific distributions can be crucial to study gene expression regulation and organ identity. Thus, we directed epigenomic and transcriptomic analyses toward the elucidation of female and male flower-specific epigenome landscapes and their role in sex determination. To this end, we integrated RNA-seq and, H3K9ac and H3K27me3 ChIP-seq data of male and female flowers in order to identify genes that are epigenetically regulated in a sex-specific manner (Fig. 3; Additional file 6: Table V). 

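RNA levels in male and female flowers were compared between 2 replicates of each, with the limma fit over all 10 samples. Of 20025 genes tested, 2242 were higher and 2967 lower in female flowers, with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. The median absolute log2 fold change of these genes was 0.942, and the median standard error of tested genes was 0.099. The cutoff moved these numbers most. With an absolute log2 fold change of at least 1, 831 genes were higher and 1607 lower, and with no cutoff 4133 and 4404. With quantile normalization 2568 genes were higher and 2433 lower, so which direction held more genes depended on the normalization. Male and female samples share replicate numbers in the labels, from which a pairing was taken. The deviations of samples with the same number from their group means had a correlation of 0.0404 across genes, and with the replicate block 2220 genes were higher and 2948 lower. When each of the 4 flower samples was left out in turn, from 1903 to 1986 genes were higher and from 2677 to 2794 lower. With 2 replicates against 2, an exact permutation test of a single gene cannot give a p under 0.333.

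The largest increases in female flowers were found for MELO3C001111, from 2.218 ± 0.982 FPKM (SD, n = 2) in male flowers to 149.1 ± 1.52 FPKM (log2 fold change 5.58, standard error 0.42, limma adjusted p = 5.11e-05), for the WUSCHEL-related homeobox gene MELO3C007244, from 0.1435 ± 0.0744 to 49.89 ± 0.348 FPKM (log2 fold change 5.48, standard error 0.058, limma adjusted p = 1.83e-09), and for MELO3C014656, from 10.27 ± 0.157 to 325.0 ± 4.18 FPKM (log2 fold change 4.85). This order depends on the pseudocount. With 0.1 the log2 fold changes were 6.08, 7.72 and 4.97, and MELO3C002369, with 5.59, exceeded MELO3C014656. The largest decreases were found for MELO3C016522, from 9997 ± 341 FPKM (SD, n = 2) in male flowers to 5.028 ± 0.71 FPKM (log2 fold change -10.7, standard error 0.11, limma adjusted p = 1.83e-09), for MELO3C006883, from 3841 ± 100 to 1.979 ± 0.609 FPKM (log2 fold change -10.3), and for MELO3C021516, from 10820 ± 520 to 7.54 ± 0.0619 FPKM (log2 fold change -10.3).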

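Table V lists 473 genes as downregulated and hypoacetylated in female flowers. Of these, 462 passed the filter on low values and all of them had a lower FPKM in female than in male flowers, with a median log2 fold change of -1.24 (lower and upper quartiles -1.75 and -0.909). The limma test called 440 of the 473 genes (93.0%) lower in female flowers and none higher. Since the paper took the genes of this table from those regulated between the same flower samples, a high share follows from the way the list was made and is no independent test of the link with the histone marks. Raising the cutoff to an absolute log2 fold change of 1 changed the number most, to 315 genes. The full set of hypoacetylated genes is not in the files analysed here, so the shares of Fig. 3a could not be computed.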

We observed that 22% of genes that are hypoacetylated in female flowers compared to male flower are downregulated and only 3% of the set of hypoacetylated genes are upregulated (Fig. 3a). Regarding hyperacetylated genes, we also found that a significant proportion of them (28%) are upregulated in female flowers compared to male flower and only 5% are dow-regulated. 

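For the 271 genes that Table V lists as upregulated and hyperacetylated in female flowers, the median log2 fold change between female and male flowers was 1.46 (lower and upper quartiles 1.03 and 2.05). The RNA level was higher in female flowers for 266 of the 267 genes tested, and 260 of the 271 (95.9%) passed the limma test as higher, while 1 passed as lower. As for the other lists of this table, the genes had been chosen on the same RNA data, so the share measures how far the calls match and not the effect of the mark. At a cutoff of 1 on the log2 scale, 206 of the listed genes passed. The paper reports that far more of the hyperacetylated genes are upregulated than downregulated in female flowers.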

Furthermore, gene ontology analysis of female-specific epigenetically regulated genes showed enrichment in biological processes such as carpel development, response to ethylene and response to jasmonic acid. For male-specific epigenetically regulated genes, we observed enrichment in biological processes such as, stamen development and lipid metabolic process (Fig. 3a). The same analyses were performed for hypo- and hyper-methylated genes, obtaining similar results and confirming that a significant portion of sex-specific genes is epigenetically controlled (Fig. 3b).

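RNA levels behind the methylation lists of Table V were examined in the same way. Of 304 genes listed as downregulated and hypermethylated in female flowers, 272 (89.5%) passed the limma test as lower and none as higher, with a median log2 fold change of -1.2. Of 275 genes listed as upregulated and hypomethylated, 231 (84.0%) passed as higher and 12 as lower, with a median log2 fold change of 1.39. These lists were also chosen on the RNA data tested here. Leaving out any of the 4 flower samples kept these counts from 252 to 256 and from 220 to 222 genes. A cutoff of 1 on the log2 scale lowered them most, to 180 and 193 genes. From the overlap of RNA and histone changes, the paper concludes that a significant portion of sex-specific genes is under epigenetic control.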

**Fig. 3:**
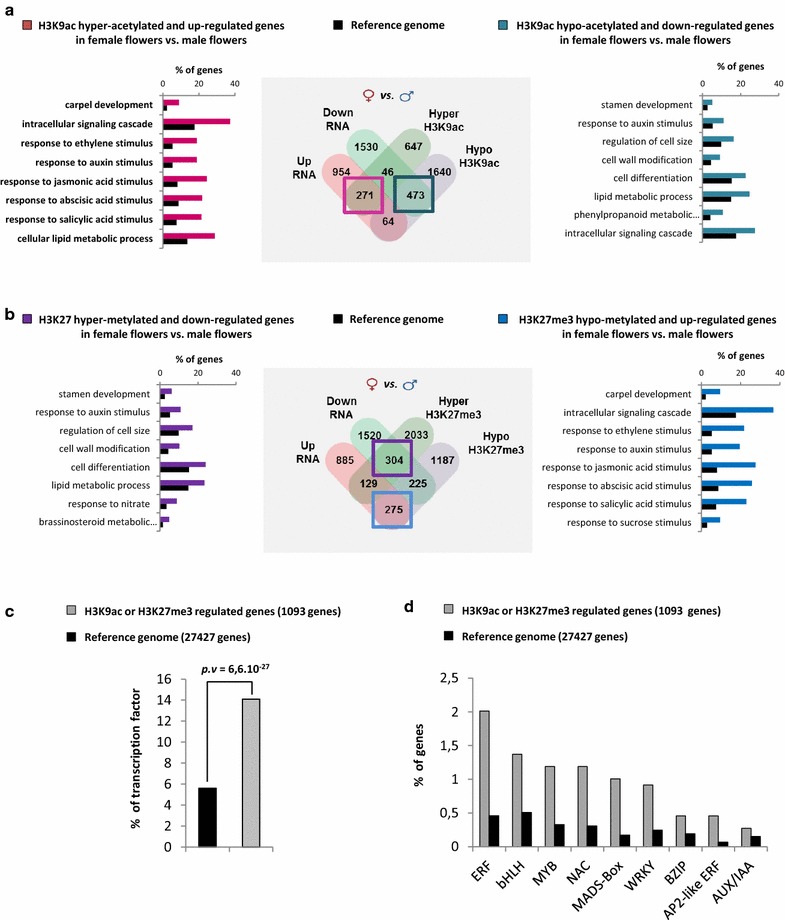
H3K9ac and H3K27me3 differentially marked genes between female and male flowers. **a** Venn diagram showing the relationship between H3K9 hyper-acetylated or H3K9 hypo-acetylated genes and up- or down-regulated genes in females flowers compared to male flowers (*middle panel*). Hyper-acetylated genes are predominantly up-regulated and hypo-acetylated genes are down-regulated, as highlighted in the *pink* and *blue boxes* respectively. Gene ontology analysis (GO) of the genes in the *pink* and *blue boxes* are shown in the *left panel* and the *right panel* respectively. Histograms of the values highlight the enrichment of genes compared to the reference. **b** Venn diagram showing the relationship of H3K27 hyper-methylated or H3K27 hypo-methylated genes and up- or down-regulated genes in females flowers compared to male flowers (*middle panel*). Hyper-methylated genes are predominantly down-regulated and hypo-acetylated genes are up-regulated, as highlighted in the *purple* and *blue boxes* respectively. Gene ontology analysis (GO) of the genes in the *purple* and *blue boxes* are shown in the *left panel* and the *right panel* respectively. Histograms of the values highlight the enrichment of genes compared to the reference genome (*black bars*). *p* values for each enriched class are presented in Additional file 9: Table VIII. **c** Percentage of transcription factors among the H3K9ac and H3K27me3 differentially regulated genes between male and female flowers. **d** Percentage of different known transcription factor families among the H3K9ac and H3K27me3 differentially regulated genes between male and female flowers

After analyzing the biological processes involving the sex-specific epigenetically regulated genes, we classified these genes based on their molecular function. We found enrichment for transporter activity, catalytic activity, oxidoreductase activity and interestingly, for transcription factor (TF) activity (Fig. 3c; Additional file 1: Figures S14–S18; Additional file 7: Table VI). 

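Expression of the 154 genes listed as transcription factors in Table VI was compared between female and male flowers. By the limma test, 76 were higher and 62 lower in female flowers, so that 89.6% of the list passed, against 19.0% of all genes. This share follows from the way the list was made, since its genes were taken from those regulated between the flowers, and all 154 are in the lists of Table V, 86 in the upregulated and 68 in the downregulated lists. Fold changes ranged from -7.51 to 5.48 on the log2 scale, with a median of 0.735. At a cutoff of 1 on the log2 scale, 61 were higher and 34 lower. The paper reports an enrichment of transcription factor activity among these genes in Fig. 3c.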

Since transcription factors are the best described and commonly associated components of gene expression regulation, we further focused on them and grouped them according to their TF families (Fig. 3d). We found that the ethylene-responsive factor (ERF) family displayed the highest number of gene members, consistent with previous studies that reported the role of ethylene and ethylene transduction pathways in sex determination in the cucurbitaceae family (22). 

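In Table VI, 26 genes are described as ethylene-responsive, the largest number for any family counted from the descriptions. In female flowers 17 of them were higher and 8 lower by the limma test, with a median log2 fold change of 1.24 and a range from -1.34 to 3.71. The paper relates the size of this family to earlier reports on ethylene in sex determination.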

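Counted by the words of the descriptions in Table VI, 17 genes are zinc finger genes, 15 are basic Helix-Loop-Helix genes, 20 are MYB or MYB-related genes and 13 are NAC genes, and a gene whose description names more than a single family counts in each. The limma test called 7 zinc finger genes higher and 10 lower in female flowers (median log2 fold change -0.857). For basic Helix-Loop-Helix genes 9 were higher and 3 lower (median 0.993), and this family had the largest decrease of the list, -7.51. Among MYB genes 9 were higher and 9 lower (median 0.352), and among NAC genes 9 were higher and 3 lower (median 1.61).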

In addition, we found other TF families such as Zinc Finger (17 genes), basic Helix-Loop-Helix (15 genes), MYB (13 genes) and NAC families (13) (Fig. 3d). Interestingly, we also detected 11 genes belonging to the MADS-box TF family. 

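The descriptions in Table VI name MADS for the same number of genes, 11, of which 10 passed the filter on low values. Of these, 4 were higher and 6 lower in female flowers by the limma test, and the log2 fold change ranged from -3.54 to 3.54. The gene left out by the filter, MELO3C018055, had 0.5642 ± 0.0176 FPKM (SD, n = 2) in female flowers and 0.1341 ± 0.0347 FPKM in male flowers, and was not tested.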

Several members of this family are conserved master regulators of flower ontogenesis [76–78]. When we assessed the identity of these 11 genes, we observed that all of them are potential homologs of different *Arabidopsis* genes that are part of the ABC model of flower development (Additional file 7: Table VI).

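The strongest increase in female flowers among these MADS-box genes was that of MELO3C002369, from 0.1636 ± 0.0442 FPKM (SD, n = 2) in male flowers to 12.48 ± 0.0882 FPKM (log2 fold change 3.54, standard error 0.099, limma adjusted p = 2.68e-07), which a pseudocount of 0.1 raised to 5.59. MELO3C011093 rose from 0.9147 ± 0.0179 to 3.182 ± 0.161 FPKM (log2 fold change 1.13, limma adjusted p = 2.88e-05). Lower in female flowers were MELO3C002049, with 1.202 ± 0.0566 FPKM against 6.118 ± 0.311 FPKM in male flowers (log2 fold change -1.69, limma adjusted p = 3.87e-07), MELO3C026299, with 5.692 ± 1.13 against 17.22 ± 0.586 FPKM (log2 fold change -1.46, limma adjusted p = 0.000174), MELO3C022316, with 6.284 ± 0.0127 against 17.77 ± 0.0636 FPKM (log2 fold change -1.37, limma adjusted p = 0.000227), and MELO3C022315, with 0.6309 ± 0.00995 against 1.585 ± 0.0397 FPKM (log2 fold change -0.664, limma adjusted p = 0.00074). With quantile normalization the change of MELO3C022315 was -0.299 and under the cutoff, and with a pseudocount of 0.1 that of MELO3C022316 had a limma adjusted p of 0.074. The other members were MELO3C003778, MELO3C010515, MELO3C002691 and MELO3C022209, shown in Fig. 4a, and MELO3C018055. Apart from the genes shown in Fig. 4a, gene names for these identifiers beyond the descriptions of Table VI are not in the files analysed here. From their identity, the paper concludes that the MADS-box genes found are potential homologs of genes of the ABC model.

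**Figure D3:**
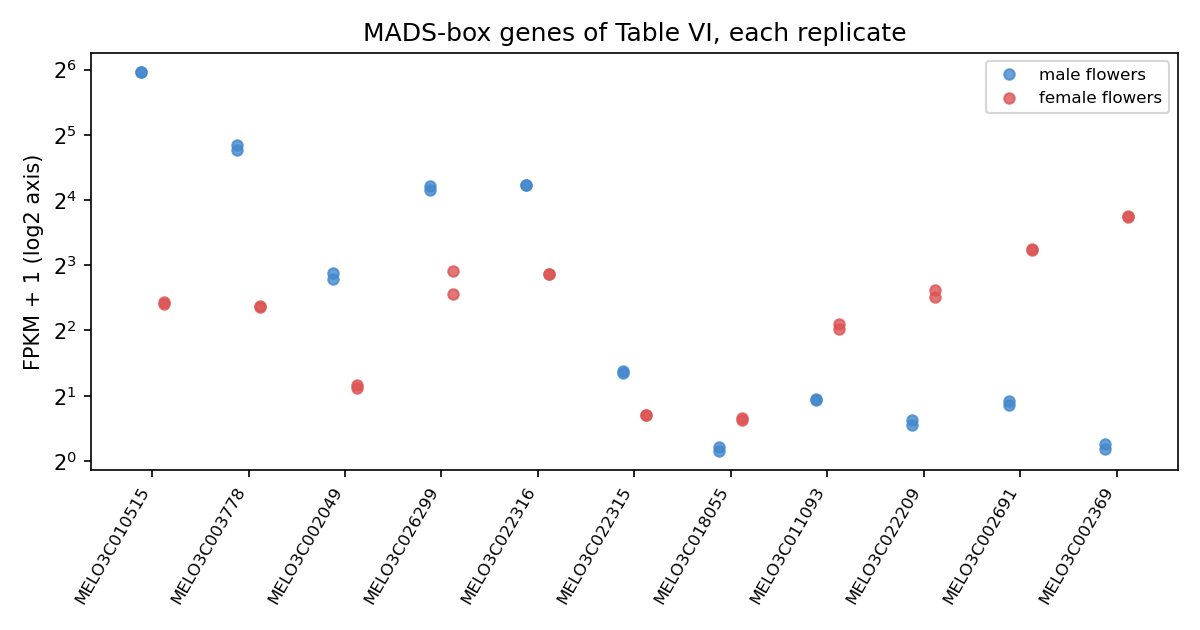
FPKM + 1, on a log2 axis, of the 11 MADS-box genes of Table VI in the 2 replicates of male and of female flowers, each point being a replicate, with genes ordered by the change between flowers. MELO3C010515, at the left, has 61.23 FPKM in male and 4.353 FPKM in female flowers, and MELO3C002369, at the right, 0.1636 and 12.48 FPKM.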

Altogether, these results highlight the organ-specificity of H3K27me3 and H3K9ac as well as its role in the regulation of key genes encoding transcription factors, which regulate processes such as ethylene response and flower development.

### Carpel and stamen epigenetic landscapes highlight sex-specific chromatin states of transcription factor genes

Since sex determination in melon and other cucurbits relies on the selective regulation of carpel and stamen development, we analyzed in detail some melon TFs, which are potential homologs of *Arabidopsis* genes involved in the control of sexual organs development. For such genes, we first assessed the genic distribution of H3K27me3, H3K9ac and RNA-seq reads in male and female flowers (Fig. 4a). According to previous studies in *Arabidopsis*, stamen development relies on the expression of *APETELA3* (*AP3*)*, PISTILATA* (*PI*) and *AGAMOUS* (*AG*), whereas carpel development depends on the expression of ovule-specific genes such as *SEEDSTICK* (*STK*) and *SHATTERPROOF 1* (*SHP1*) [78]. 

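RNA levels of the AP3-like gene MELO3C003778 were 26.98 ± 1.17 FPKM (SD, n = 2) in male flowers and 4.15 ± 0.0267 FPKM in female flowers (log2 fold change of female against male -2.44, standard error 0.067, limma adjusted p = 2.34e-07). The PI-like gene MELO3C010515 had 61.23 ± 0.179 FPKM (SD, n = 2) in male flowers and 4.353 ± 0.0961 FPKM in female flowers (log2 fold change -3.54, standard error 0.079, limma adjusted p = 7.97e-08). Both differences were many times the spread between replicates. Of the alternatives tried, quantile normalization moved the PI-like gene most, to -3.8, and a pseudocount of 0.1 the AP3-like gene, to -2.67. Table V places MELO3C003778 among the downregulated and hypoacetylated genes of female flowers and in neither list of H3K27me3 changes. It places MELO3C010515 among the hypoacetylated and also the hypermethylated ones. From RNA and histone profiles together, the paper describes stamen identity genes as having more H3K9ac, less H3K27me3 and higher expression in male than in female flowers.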

As expected, when we analyzed both H3K9ac and H3K27me3 epigenetic landscapes of stamen identity genes together with their expression, we found that they are hyperacetylated, hypomethylated and highly expressed in the male flower when compared to the female flower. Carpel-promoting genes, however, presented an enrichment of H3K9ac and high gene expression in comparison to male flowers, but no significant differences were observed for H3K27me3, which may result from the cell heterogeneity of the sample or from the cooperative action of additional histone repressive marks.

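The AG-like gene MELO3C002691 had 8.44 ± 0.0339 FPKM (SD, n = 2) in female flowers and 0.8479 ± 0.0517 FPKM in male flowers (log2 fold change 2.35, standard error 0.11, limma adjusted p = 3.99e-06). For the STK-like gene MELO3C022209 the values were 4.914 ± 0.328 FPKM (SD, n = 2) in female flowers and 0.506 ± 0.0526 FPKM in male flowers (log2 fold change 1.97, standard error 0.083, limma adjusted p = 2.23e-06). Since the values in male flowers are under 1 FPKM, the pseudocount affects these fold changes most, and with 0.1 they were 3.17 and 3.05. Table V lists both genes as upregulated and hyperacetylated and in neither list of H3K27me3 changes. The paper proposes that mixed cell types in the sample, or other repressive marks, explain why H3K27me3 did not differ for these genes.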

**Fig. 4:**
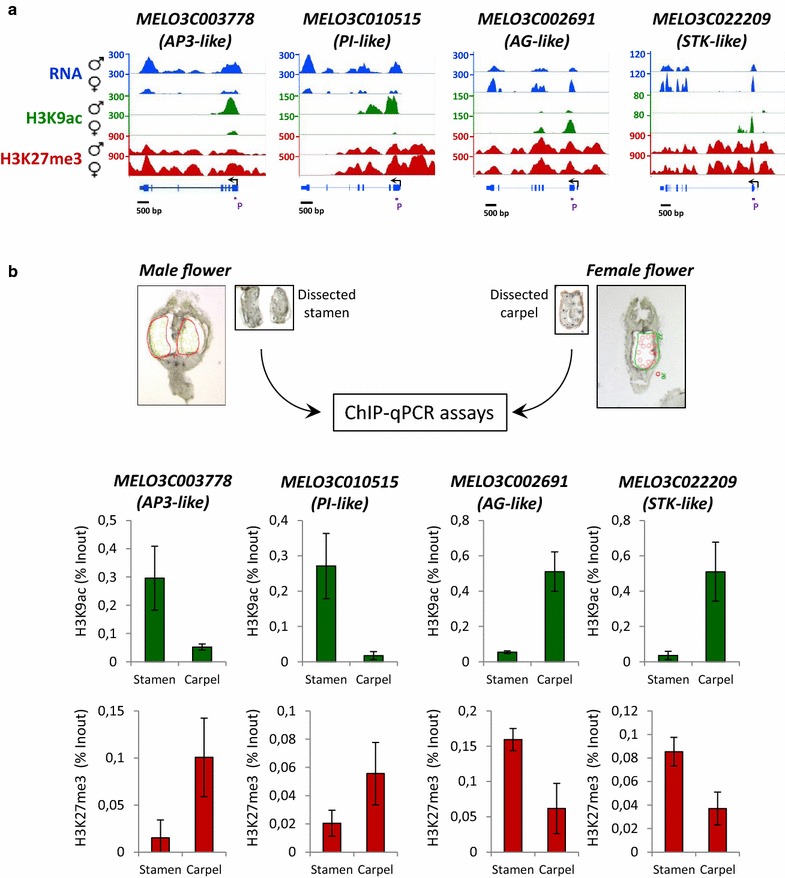
Carpel and Stamen epigenetic analysis of melon transcription factors. **a** H3K9ac and H3K27me3 profiles and RNA levels of four transcription factors in female and male flowers. Two TFs specific of the male flowers (*MELO3C003778* and *MELO3C0100515*) and two specific of the female flowers (*MELO3C002691* and *MELO3C022209*) were selected for epigenetic profiling in isolated carpels and stamens of melon flowers. The distributions of peaks and RNA reads obtained in our genome-wide analyses are plotted above the genome model for each TF. **b** Stamens and carpels of melon flowers were dissected by Laser Microdissection (LMD) and ChIP-qPCR assays were performed with anti-H3K9ac and anti-H3K27me3 antibodies. The *upper panels* show an example of dissections performed with the LCM technique. The *bar charts* represent the qPCR assays on immune-precipitated DNA using primers annealing a neighboring sequence to the TSS as indicated in *panel A* (*purple bar*)

Tissue heterogeneity is an important variable that limits the interpretation of ChIP-seq data and the identification of epigenetic events occurring in a specific cell population. This is particularly true in this context of flower development, where it was reported that organ identity relies on the whorl-specific expression of MADS-box genes [76–78]. We therefore decided to overcome such limitation, by performing an H3K27me3 and H3K9ac ChIP-qPCR in isolated carpels and stamens. We isolated carpels from female and stamens from male flowers through the Laser Capture Microdissection (LCM) technique [79] and performed ChIP using H3K27me3 and H3K9ac antibodies. The immunoprecipitated chromatin was then amplified using primers annealing a neighboring sequence to the TSS of *AP3, PI*, *AG*, *STK*-*like* genes; which corresponded to the highest peak of H3K9ac observed along the gene body. A negative control, *MELO3C115188*, that does not display any H3K9ac or H3K27me3 signals was also used (Additional file 1: Figure S19). In all cases, the obtained ChIP-qPCR results were consistent with the ChIP-seq data previously generated from entire flowers; however, the differences observed between stamen and carpel are more evident, presenting at least a fold change of 2.3. This allowed us to observe clear differences in H3K27me3 occupancy between male and female organs (Fig. 4b).

Altogether, these results indicate that H3K27me3 and H3K9ac target MADS-box TFs regulating carpel and stamen identity and are presented in a sex-specific manner, thereby suggesting the role of these two epigenetic marks in the regulation of their expression. Furthermore, these results showed how tissue homogeneity could represent an advantage for the elucidation of cell-specific epigenetic landscapes in melon and other plant species.

### Role of *CmACS11* and *CmWIP1* genes in sex-specific epigenome acquisition

We previously showed that sex determination in melon relies on the interplay between alleles of three sex determination genes, *M*, *G* and *A* [47, 49–51]. In monoecious melon, most of the flowers are male and female flowers develop at the youngest nodes of the growing vines (Fig. 5a). Male flowers result from the expression of the male promoting gene, *CmWIP1*. Female flowers develop on branches expressing *CmACS11*, which represses the expression of *CmWIP1*. Androecious plants result from a loss-of-function of *CmACS11* leading to expression of *CmWIP1* in all flowers on a plant. Gynoecious plants are obtained by inactivation of *CmWIP1* function [47, 51] (Fig. 5a).

**Fig. 5:**
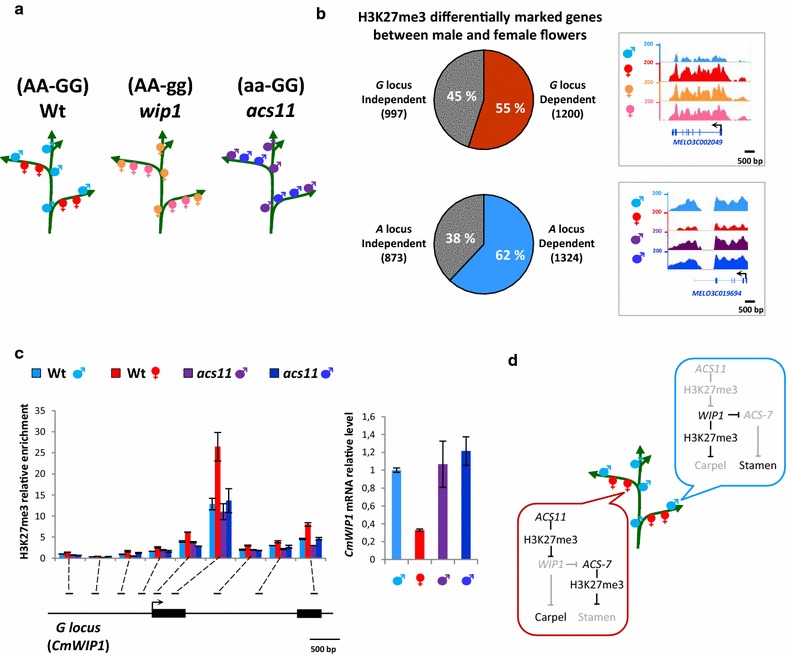
H3K27me3 genome-wide landscape in sex determination mutants. **a** Schematic representation of the different types of flowers used for H3K27me3 profiling in wild-type plants (AA-GG), *wip1* mutant (AA-gg) and *acs11* mutant (aa-GG) by ChIP-seq assays. In wild-type melon plants, flower sex is determined by their position on the inflorescence: flowers formed on nodes are male (*light blue*), then on each ramification, the first three flowers formed are female (*red*), and the next ones are male. Wild-type male and female flowers were compared to flowers occupying the same position on the inflorescence from the *g* (*orange* and* pink*) and *a* (*purple* and* blue dark*) mutant backgrounds. **b** Proportion of H3K27me3 changes between male and female wild-type flowers controlled by the *G* or *A* locus. To determine *G*-locus-dependent changes, a Venn diagram (Additional file 1: Figure S17) was first generated by comparing differential H3K27me3 deposition in wild-type male (*light blue*) and female flowers (*red*) with differential H3K27me3 deposition in wild-type male (*light blue*) and *g* mutant female flowers in the same position (*orange*). *A*-locus-dependent changes were determined in the same way by comparing differential H3K27me3 deposition in wild-type male (*light blue*) and female flowers (*red*) with differential H3K27me3 deposition in wild-type female flowers (*red*) and *a* mutant male flowers in the same position (*dark blue*). Proportions of *G* or *A* dependent or independent changes were then represented as a pie chart (*upper left panel* and *bottom left panel*, respectively). One example of H3K27me3 *G*-locus-dependent gene (*upper right panel*) and one example of H3K27me3 *A*-locus-dependent gene (*bottom down panel*) illustrate the H3K27me3 changes observed in the different ChIP-seq datasets. **c** *A*-dependent regulation of the *G* locus via H3K27me3 deposition. ChIP-qPCR with an anti-H3K27me3 antibody was performed in Wt and *a* mutant flowers using primers covering the entire G locus (*left panel*). Expression analysis of the *G* locus was performed on the same plant material by RT-qPCR assays (*right panel*). **d** Model illustrating the role of *A* and *G* locus as master regulators controlling sex-specific epigenome acquisition

To bring new insight on the role of these sex-determining genes in establishing epigenetic signatures important for sex determination in melon, we investigated the H3K27me3 genome-wide landscape in male and female flowers of wild-type monoecious melon and two androecious and gynoecious isogenic lines, carrying a loss-of-function mutation in *CmACS11* and *CmWIP*-*1,* respectively.

To determine the proportion of genes whose differential epigenetic state between male and female flowers can depend on *CmACS11* and *CmWIP*-*1*, we compared male and female flowers from the wild type with flowers occupying the same position on the inflorescence from androecious and gynoecious sex transition mutants, respectively (Fig. 5b; Additional file 1: Figures S20–S22). The gene lists generated by these comparisons are illustrated in a Venn diagram, where the overlapping genes correspond to *CmWIP1*—(Additional file 1: Figure S20B) and *CmACS11*-related (Additional file 1: Figure S20C) H3K27me3 changes linked to sex identity. We observed that 54% (1200/2197) of sex-specific regulated gene was under the control of the *G* locus and that 60% (1324/2197) was under the control of the *A* locus (Fig. 5b). Altogether, these data suggested that *CmACS11* and *CmWIP*-*1* are two master regulator controlling sex-specific epigenome acquisitions.

The androecious gene *CmACS11* plays central role in sex determination as it controls the expression the gynoecious gene *CmWIP1* [51]. Knowing from this study that *CmWIP1* is epigenetically regulated through histone methylation (Additional file 1: Figure S23), we predicted that *CmACS11* represses the expression of the *CmWIP1* by modifying its methylation status. To test this hypothesis, we analyzed the H3K27me3 status of *CmWIP1* in flowers that do or do not express *CmACS11* and in flowers impaired in *CmACS11* function. We performed an H3K27me3 ChIP followed by qPCR using 9 different primers covering the entire *CmWIP1 gene*. As predicted, we observed that *CmWIP1* is hypermethylated in female buds that express *CmACS11* but not in male buds that do not express *CmACS11*. The hypermethylation of *CmWIP1* is also lost in *CmACS11* loss of function mutant (Fig. 5c). The hypomethylation correlates with the expression *CmWIP1* and the hypermethylation with the non-expression of *CmWIP1*. Based on this, we concluded that the *A* gene represses the expression of *CmWIP1* via deposition of H3K27me3.

## Discussion

Deposition of chromatin modifications is instrumental for the concerted expression or repression of thousands of genes, thereby allowing the establishment of organ or tissue specific transcriptomes [10–13]. H3K9ac and H3K27me3 are among the main chromatin marks involved in the control of gene expression [5, 20, 30–33]. In this study, we generated genome-wide and organ-specific maps of H3K27me3 and H3K9ac in melon, thereby generating a repertoire for the elucidation of mechanisms controlling the expression of the melon genome. This work will provide new information for the analysis of melon development or several agricultural traits, that have until now been mainly studied via classical genetic approaches. The distributions of H3K9ac and H3K27me3 in the melon genome displayed common chromosomal and genic distributions when compared to other plant species such as *Arabidopsis* [14–17], maize [19, 20] and rice [21–23]: H3K27me3 and H3K9ac were mainly enriched at the chromosome arms, resembling the distribution of genes, but were confined to the gene body and not spread along intergenic regions. Within the gene body, H3K27me3 distributes uniformly from the TSS to the TES, whereas H3K9ac is mainly enriched at the TSS.

As described in other plant species, we observed that H3K9ac and H3K27me3 marks display opposite correlation with gene expression. Interestingly, we found a direct proportionality between H3K9ac and gene expression levels, thereby suggesting the crucial role of H3K9ac in gene expression regulation and fine-tuning. In contrast, H3K27me3 did not display an evident proportionality with gene expression, being unresponsive to intermediate gene expression levels as it has been observed for barley [25] and maize [19]; however, it was clearly enriched at the lowest-expressed genes, suggesting that this histone mark is involved in the full repression of genes rather in the fine-tuning of their expression.

Beyond their role in gene expression regulation, we observed that both H3K9ac and H3K27me3 are important in the control of organ identity and development, thus mediating the formation of different cell types and functions from a single genome. A considerable portion of H3K9ac and H3K27me3 target genes was expressed in an organ-specific manner, the differential and unique deposition of these two histone marks in each organ, creates an epigenetic landscape on genes that is crucial for its metabolic needs and physiology.

In the case of flowers, female-specific H3K9 hyper-acetylated and H3K27 hypo-trimethylated genes are involved in carpel and flower development as well as in several other bioprocesses previously reported to play a role in flower feminization in cucurbits. Such is the case for the hormone ethylene, whose synthesis and perception have important roles in development of female unisexual flowers. The expression of *CmACS7* and *CmACS11,* two enzymes that are part of the ethylene biosynthesis pathway, and *CsETR1*, one of the reported ethylene receptors, have been already placed in the regulatory network promoting female flower development in cucurbits [47, 49–51, 80–83]. On the other hand, other genes related to jasmonic acid response were specifically modified with active marks in the female flower. Consistent with this, jasmonic acid (JA) was also shown to be associated with sex determination in maize [84]. Specifically, downregulated genes (H3K9 hypo-acetylated and H3K27 hyper-trimethylated) in the female flower pointed out bioprocesses such as lipid metabolism, which has been previously reported to play a role in pollen-tube growth and pollen-stigma interactions [85].

When we assessed the molecular function of sex-specific epigenetically regulated genes, we found enrichment for transcription factor, DNA and nucleotide binding activities. We, therefore, categorized these TFs according to their corresponding protein families and found that the majority of them belong to the ethylene-responsive factors [86–88]. These results suggest that histone modifications regulate ethylene transduction pathway in melon as it has previously reported in Arabidopsis [89].

Interestingly, we also found genes belonging to the MADS-box TF family, which are well recognized for their important role in flower whorl identity and is in concordance with previous reports regarding the regulation of *AP1, AG* and *SEP3* by the histone demethylase REF6 that removes H3K27me3 [90, 91], and polycomb-dependent regulation of *AG* [92, 93].

The elucidation of epigenetic control of the class C genes for the development of unisexual flowers demands the assessment of the whorl-specific epigenetic state of carpel- and stamen-related identity of MADS-box genes. Tissue heterogeneity has been considered a persistent constraint for the identification of epigenetic events occurring in a specific cell population thus, masking the natural complexity of gene expression regulation. So far in the plant kingdom, few technical improvements to this limitation have been reported, especially due to the complexity of performing ChIP on small samples. In this study, we provide the first protocol to overcome such limitation that can be transferred to any plant species and demonstrate that epigenetic changes that are undetectable with standard methods using whole organs can be identified by using purified cell populations. By this method, we also demonstrated that stamen—(i.e., *PI* and *AP3*) and carpel-related (i.e., *STK*) identity genes present a contrasting H3K27me3 and H3K9ac landscapes. This suggests that the sex determination genes recruit histone modifiers to target organ identity genes in the sexual whorls of the flower, leading to unisexual flower development.

In the cucurbit sex determination pathway, the gynoecious gene, *CmWIP1*, plays a central role in unisexual flower development. From this analysis, we showed that CmACS11 represses *CmWIP1* expression by inducing H3K27me3 at this locus (Fig. 5d). This data suggest that the local production of ethylene via CmACS11 in companion cells is able to activate histone methyltransferase to inhibit *CmWIP1* expression in a defined spatio-temporal manner.

Detailed knowledge about spatio-temporal gene expression and epigenetic regulation dynamics is pivotal for a comprehensive understanding of development of unisexual flowers. In species recalcitrant to plant transformation, such as melon, this has been hampered mainly by difficulties in isolating sufficient amounts of tissues from distinct organ primordia for chromatin analysis. In this context, using laser capture micro-dissection, we succeeded in generating high-quality chromatin, from dissected carpel and stamina primordia, from unisexual flowers, and discovered that the sex determination genes recruit histone modifiers to orchestrate unisexual flower development in monoecious species. Genome-wide analyses of chromatin modifications in the dissected reproductive organs from unisexual and hermaphrodite flowers and from key histone modifier mutants will likely to bring new insight on the epigenetic control of unisexual flower development.

## Methods

### Plant material and growth conditions

Monoecious melon (*Cucumis melo*) cultivar charentais (*Cucumis melo* L. subsp. *melo* var *cantalupensis*) were used for H3K9ac and H3K27me3 genome-wide descriptive analyses. For each replicate, 7-day-old seedlings were transferred to individual pots and incubated in a growth chamber for 30 days (long day conditions, temperature: 27 °C (day) and 21 °C (night), relative humidity: 60%). Young male and female flowers (3 mm length; Developmental stage 8 [52]) were collected, organized according to their location in the plant (i.e., main stem or branches) and conserved at −80 °C for epigenomic and transcriptomic analyses.

For the determination of *a*- and *g*-related epigenetic changes, we used two families of EMS-treated *C. melo* lines carrying missense mutations in *CmWIP1* and in *CmACS11*, both previously reported to lead to gynoecy [47] and androecy [51], respectively. Germination, growth and flower collecting conditions were the same to the previously described for the monoecious WT plants.

### Gene expression analysis

Total RNA were extracted from leaves, root, fruit, male and female flowers using the Nucleospin RNA kit (Macherey–Nagel), according to the manufacturer’s instructions. For RT-QPCR analyses, first-strand cDNA was synthesized from 1 μg of total RNA using Improm-II reverse transcriptase (A3802, Promega) according to the manufacturer’s instructions. 1/25th of the synthesized cDNA was mixed with 100 nM of each primer and LightCycler^®^ 480 Sybr Green I master mix (Roche Applied Science) for quantitative PCR analysis. Products were amplified and fluorescent signals acquired with a LightCycler^®^ 480 detection system. The specificity of amplification products was determined by melting curves. ACT2 was used as internal control for signals normalization. Exor4 relative quantification software (Roche Applied Science) automatically calculated relative expression level of the selected genes with algorithms based on ΔΔCt method. Data were from duplicates of at least two biological replicates. The sequences of primers can be found in Additional file 8: Table VII.

For RNA-seq analysis, libraries were synthetized using NEBNext Ultra Directional RNA library Preparation Kit (NEB) according to the manufacturer’s instructions. Two biological replicates were run for each tissue. Raw reads from RNA-Seq were first adaptor trimmed and quality filtered using Trimmomatic [94]. Filtered reads were mapped to the *Cucumis melo* genome v3.5.1 using TopHat v2.0.9 [95]. Transcript quantification was derived using Cufflinks v2.2.0 [96]. CuffDiff is used for differential expression analysis (*p* value 0.05; statistical correction: Benjamini Hochberg; FDR: 0.05). A cutoff of 0.5 fold up- or down-regulation has been chosen to define significant differential expression. CummeRbund v2.0.0 was used for visualization of differential analysis [97]. Functional annotation using GO terms was performed using the Plant MetGenMAP tool [75]. All *p* values are shown in Additional file 9: Table VIII.

### Chromatin immunoprecipitation experiments

ChIP assays were performed using anti-H3K9ac (Millipore, ref. 07-352) or anti-H3K27me3 (Millipore, ref. 07-449) antibodies, using a procedure adapted from Veluchamy et al. [17]. Briefly, after plant material fixation in 1% (v/v) formaldehyde, tissues were homogenized, nuclei isolated and lysed. Cross-linked chromatin was sonicated using a water bath Bioruptor UCD-200 (Diagenode, Liège, Belgium) (30 s on/30 s off pulses, at high intensity for 60 min). Protein/DNA complexes were immunoprecipitated with antibodies, overnight at 4 °C with gentle shaking, and incubated for 1 h at 4 °C with 50 μL of Dynabeads Protein A (Invitrogen, Ref. 100-02D). The beads were washed for 2 × 5 min in ChIP Wash Buffer 1 (0.1% SDS, 1% Triton X-100, 20mM Tris-HCl pH 8, 2 mM EDTA pH 8, 150 mM NaCl), 2 × 5 min in ChIP Wash Buffer 2 (0.1% SDS, 1% Triton X-100, 20 mM Tris-HCl pH 8, 2 mM EDTA pH 8, 500 mM NaCl), 2 × 5 min in ChIP Wash Buffer 3 (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 10 mM Tris-HCl pH 8,1 mM EDTA pH 8) and twice in TE (10 mM Tris-HCl pH 8, 1 mM EDTA pH 8). ChIPed DNA was eluted by two 15-min incubations at 65 °C with 250 μL Elution Buffer (1% SDS, 0.1 M NaHCO_3_). Chromatin was reverse-crosslinked by adding 20 μL of NaCl 5 M and incubated over-night at 65 °C. Reverse-cross-linked DNA was submitted to RNase and proteinase K digestion and extracted with phenol–chloroform. DNA was ethanol precipitated in the presence of 20 μg of glycogen and resuspended in 50 μL of nuclease-free water (Ambion) in a DNA low-bind tube.

For ChIP-qPCR experiments, fold enrichment of targets in ChIPed DNA relative to input was calculated from an average of three replicate qPCRs. The sequences of primers can be found in Additional file 8: Table VII. Positions of the amplified regions on the different loci are indicated in Fig. 5.

For ChIP-seq assays, 10 ng of IP or input DNA was used for ChIP-Seq library construction using NEB-Next Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) according to manufacturer’s recommendations. For all libraries, twelve cycles of PCR were used. The quality of the libraries was assessed with Agilent 2100 Bioanalyzer (Agilent), and the libraries were subjected to high-throughput sequencing by Illumina Sequencing technology.

### Computational analysis of ChIP-seq

Preprocessing of sequencing reads for quality was performed using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Filtering and trimming of reads was done using Trimmomatic with the following parameters: Minimum length of 36 bp; mean Phred quality score greater than 30; leading and trailing bases removal with base quality below 3; sliding window of 4:15. Using Bowtie, the remaining high-quality reads were mapped onto the *Cucumis melo* genome v3.5.1 with maximum mismatch of 1 bp. Unique mapping of reads was adopted. To determine the target regions of H3K9Ac ChIP-Seq, the model-based analysis of ChIP-Seq (MACS2) was adopted (Number of duplicate reads at a location: 1; Bandwidth: 300; mfold of 5:30; q-value cutoff: 0.05) [72]. For peak detection in H3K27me3 modified regions, we used SICER with the following criteria: Window size: 200, Gap size: 600 [98]. Alignment and tag-density were inspected with IGB. HOMER was used to associate peaks to nearby genes [99]. To cluster the H3K9Ac and H3K27me3 peaks, linear normalization and clustering of tag density with Density Array method (window size 50 bp; 2 kb flanking region of genes) was performed using SeqMINER [100]. Annotation of corresponding genes was done using melonomics resource (https://melonomics.net). Average profile of coverage along the genic region (between transcriptional start sites (TSS) and TES) along with the 2 kb flanking region was plotted using NGSplot in binning mode [101]. To identify differentially enriched histone modified sites in leaves, root, fruit and flowers, we used DiffReps with the following settings: Window size 1 kb; step size: 100 bp; *p* value: 0.0001; Statistical testing method: Chi-square method) [74].

### Chromatin immunoprecipitation of Laser capture microdissected primordia

Male and female flowers of 3 mm were collected on monoecious melon plants, fixed in 1% (v/v) formaldehyde for 15 min under vacuum, and the crosslink reaction was stopped by addition of glycine (130 mM final) for 5 min under vacuum. Fixed material was then rinsed with water, dried and snap-frozen in liquid nitrogen. In a cryostat, flowers were put and oriented at the bottom of an empty cryomold and covered by cryoprotector (Tissue-Tek^®^ O.C.T. Compound, Sakura^®^ Finetek, VWR, France) until frozen. After 10 min at −20 °C in the cryostat (Shandon Cryotome^®^ FSE, Excilone, France), samples were sectioned at −20 °C. To locate the targeted structures, sections were collected on glass slide and observed through the optical microscope of an XT^®^ Arcturus Technologies microdissection system (Excilone, France). The following 4 sections (30 µm thickness) containing 10 flowers were collected on Arcturus FRAME membrane (Excilone, France). Then, the frame was put to room temperature for the sections to melt on the membrane and a glass slide was added on top of the membrane. The whole system is then placed upside down in the microdissection system. The LCM process was carried out using the XT^®^ Arcturus Technologies microdissection system and software. Capture was performed using Arcturus CapSure^®^ LCM Macro Caps (Excilone, France). Carpels and stamens were identified using the 20X. FRAME Membrane Slides allowed the use of standard IR and UV lasers. UV laser was used to cut around the selected regions as IR laser was used to capture the selected regions on the macro caps without contaminating the sample with non-target-tissue. Efficiency of microdissection was evaluated by examining the CapSure^®^ Macro caps after capture and the tissue section remaining on the slide before and after lifting off the CapSure^®^ macro caps. To obtain enough material for downstream analysis, around 5 mm^2^ of captured area was collected on 3 or 4 caps per sample and stored at −80 °C. Tissues were then disrupted by grinding with mortar and pestle in liquid nitrogen. Cellular debris was then resuspended in 2 ml of nuclei isolation buffer (20 mM Hepes pH8; 250 mM sucrose; 1 mM MgCl2; 5 mM KCl; 40% Glycerol; 0,25% Triton X-100), filtered through a strainer with a 63 µm pore size. Nuclei integrity was assessed by Dapi coloration and visualization under an epifluorescence microscope. Next, the samples were centrifuged 10 min at 3500*g* and the pellet was resuspended in 130 µl of nuclei lysis buffer (50 mM Tris–HCl pH8; 10 mM EDTA). Chromatin was sonicated using Covaris (M220 Focused-ultrasonicator; DC 5%; PIP 75Watts; CPB 200; 20 min) in 130 µl microtubes (Covaris AFA tubes) and centrifuged 10 min at 16,000*g*. Supernatant was then diluted ten times with ChIP dilution buffer (1,1% Triton; 1,2 mM EDTA; 16,7 mM Tris–HCl pH8; 167 mM NaCl) before immunoprecipitation with H3K9ac or H3K27me3 antibodies overnight at 4 °C with gentle shaking, and incubated for 1 h at 4 °C with 50 μL of Dynabeads Protein A (Invitrogen, Ref. 100-02D). After several washes, immunoprecipitated DNA was then recovered using proteinase K digestion, reverse crosslink and phenol–chloroform extraction as previously described. Fold enrichment of targets in ChIPed DNA relative to input was calculated from an average of three replicate qPCRs. The sequences of primers can be found in Additional file 8: Table VII. Positions of the amplified regions on the different loci are indicated in Fig. 4.

## Additional files

**Additional file 1: Figure S1.** Pearson correlation between leaves and roots ChIP-seq replicates. The color scale represents the degree of correlation between replicates. **Figure S2.** Example of melon genomic regions showing ChIP-seq signals of biological replicates in leaves. Genes are represented in blue. Comparisons of peak positions and peak intensities illustrate the high correlation between the two biological replicates. **Figure S3.** Distribution of mapped reads for H3K27me3 (red shades) and H3K9ac (green shades) along the 12 melon chromosomes of leaves, roots, fruit, male and female flowers. Local peak densities of each epigenetic mark were plotted against the genetic distance (gray) and annotation of sense (dark blue) and antisense transcripts (light blue). **Figure S4.** Number of H3K9ac and H3K27me3 peaks identified in the different melon tissues. The computational methods MACS2 and SICER were used to determine H3K9ac and H3K27me3 target regions, respectively. **Figure S5.** H3K27me3 and H3K9ac distribution at the chromosome level in different melon organs. Distribution of H3K9ac (Green), H3K27me3 (*red*) and annotated genes (gray) are plotted along the chromosome 1. **Figure S6.** H3K9ac and H3K27me3 peaks distribution on chromosome 3 illustrating the enrichment of the marks in gene-rich regions located at the distal part of the chromosome. **Figure S7.** Boxplot showing differential peak length between H3K9ac and H3K27me3 in different melon tissues. **Figure S8.** Average tag density profile of H3K27me3 and H3K9ac along the gene body in different melon tissues. ChIP-Seq densities of equal bins were plotted along the gene body and 2-kb region flanking the TSS or the TES. **Figure S9-S12.** Tissue-specific H3K9 or H3K27me3 differentially marked genes. Venn diagrams of paired comparisons of each tissue vs. all the tissues are shown on the left. The central overlap corresponds to H3K9 or H3K27me3 specifically modified genes in each tissue. Gene ontology analysis of these subsets of genes is shown on the right. **Figure S13.** Correlation of hyper- H3K9ac or hypo-H3K27me3 with tissue-specific gene activation. Venn diagram illustrating the genes whose high and tissue-specific expression is correlated with their tissue-specific H3K9 hyper-acetylation or H3K27me3 hypo-methylation (Overlapping set of genes). A Chi-squared test was done for each comparison and confirmed the observed correlation. **Figure S14.** Molecular function analysis of H3K9ac or H3K27me3 differentially regulated genes in male and female flowers. The most significant enrichment is observed for the transcription factor activity category. **Figure S15-S18.** Molecular function and biological process classification of H3K9ac and H3K27me3 differentially regulated genes in male and female flowers. Bar charts represent the number of genes in each category for the molecular function (left) and the biological process (right). **Figure S19.** ChIP-qPCR assays on microdissected stamens and carpels of a genome region that do not display any H3K9ac or H3K27me3 signals in the ChIP-seq data. **Figure S20.** Analysis of H3K27me3 deposition in *a* and *g* mutant flowers. **A.** Schematic representation of the different type of flowers used for H3K27me3 profiling in wild-type plants (AA-GG), *wip1* mutant (AA-gg) and *acs11* mutant (aa-GG) by ChIP-seq assays. **B.** Comparisons of differential H3K27me3 deposition in wild-type male (light blue) and female flowers (*red*) with differential H3K27me3 deposition in wild-type male (light blue) and *g* mutant female flowers in the same position (orange). **C.** Comparisons of differential H3K27me3 deposition in wild-type male (light blue) and female flowers (*red*) with differential H3K27me3 deposition in wild-type female flowers (*red*) and *a* mutant male flowers in the same position (dark blue). **Figure S21.** Proportion of H3K27me3 changes between male and female wild-type flowers controlled by the *G* or *A* locus. Hypo- and hyper-methylated genes were analyzed separately. **Figure S22.** GO analysis of G- and A-H3K27me3 dependent genes. **Figure S23.** Browser view of the H3K27me3 ChIP-seq signals on the *G* locus in Wt flowers and *a* mutant flowers. Only exon 2 of the *G locus* is present in the pseudomolecule of the 12 chromosomes in the 3.5.1 melon genome version. Promoter and exon 1 of the G locus are present on another pseudomolecule that contains non-anchored BAC clones (identified as chromosome 0 in the 3.5.1 melon genome version).

**Additional file 2: Table I.** Number of aligned reads for each library.

**Additional file 3: Table II.** List of H3K9ac and H3K27me3 marked genes in leaves, root, fruit, male and female flowers.

**Additional file 4: Table III.** List of H3K9ac and H3K27me3 specifically enriched or depleted genes in leaves, root, fruit, male and female flowers.

**Additional file 5: Table IV.** List of specifically over-expressed genes in leaves, root, fruit, male and female flowers.

**Additional file 6: Table V.** List of H3K9ac and H3K27me3 regulated genes in flowers.

**Additional file 7: Table VI.** List of transcription factor epigenetically regulated genes in flowers.

**Additional file 8: Table VII.** List of primers used in this study.

**Additional file 9: Table VIII.** *p*-values list of GO analyses.

# Supplementary material for: The quest for epigenetic regulation underlying unisexual flower development in Cucumis melo
**Source:** Epigenetics Chromatin. 2017 Jun 6;10:22. doi: 10.1186/s13072-017-0132-6

Additional file 1 : Figure S1

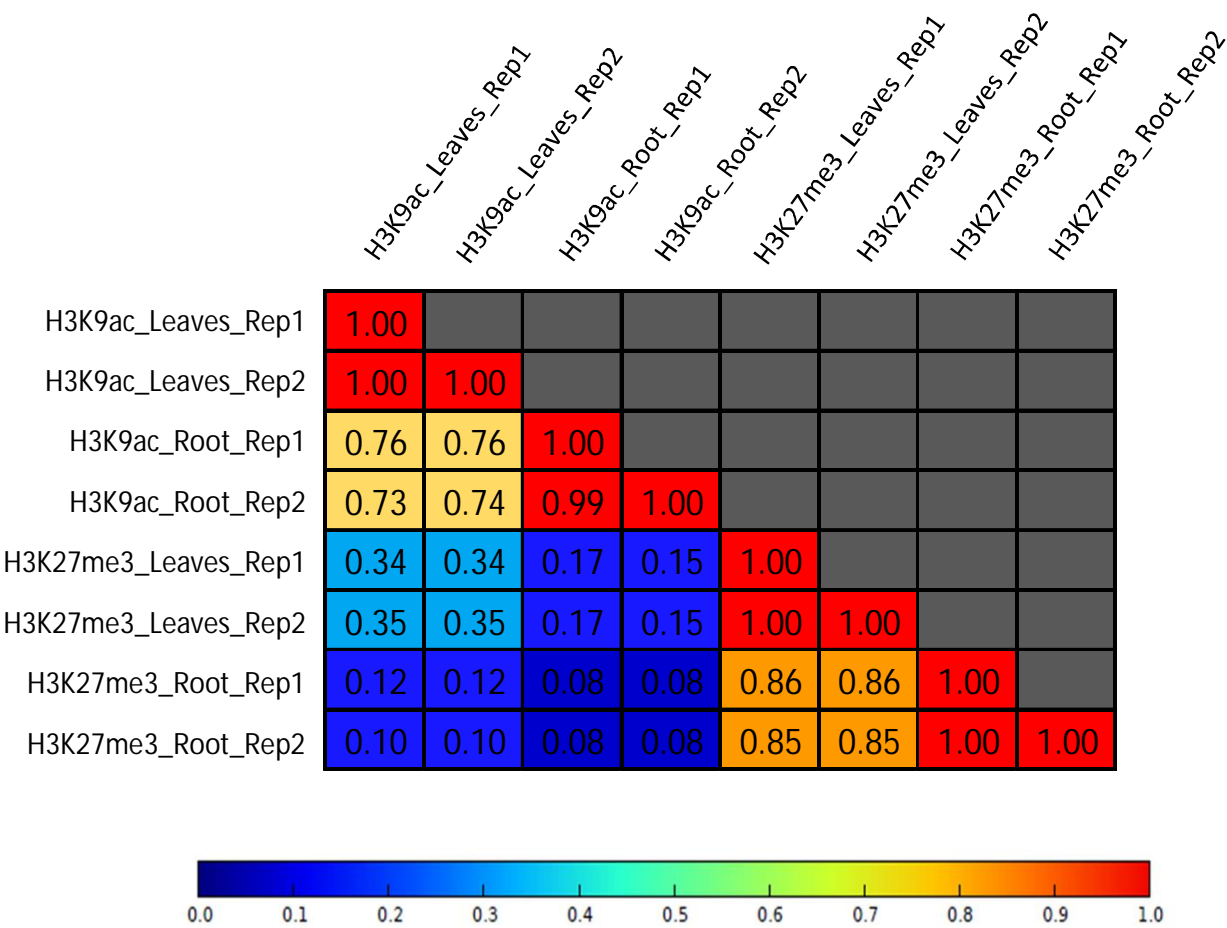

Additional file 1 : Figure S2

H3K9ac - Leaves

Biological  
replicate 1

Biological  
replicate 2

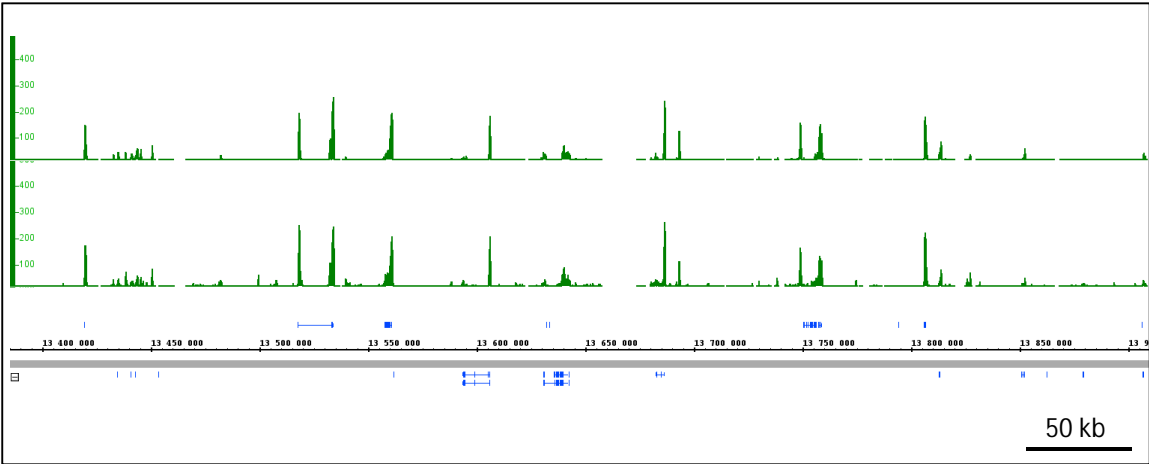

H3K27me3 - Leaves

Biological  
replicate 1

Biological  
replicate 2

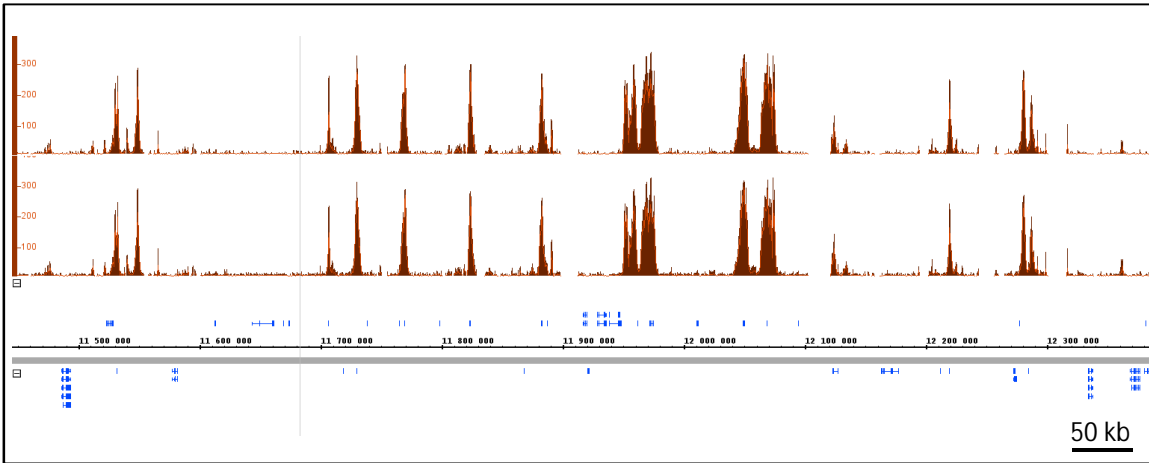

Additional file 1 : Figure S3

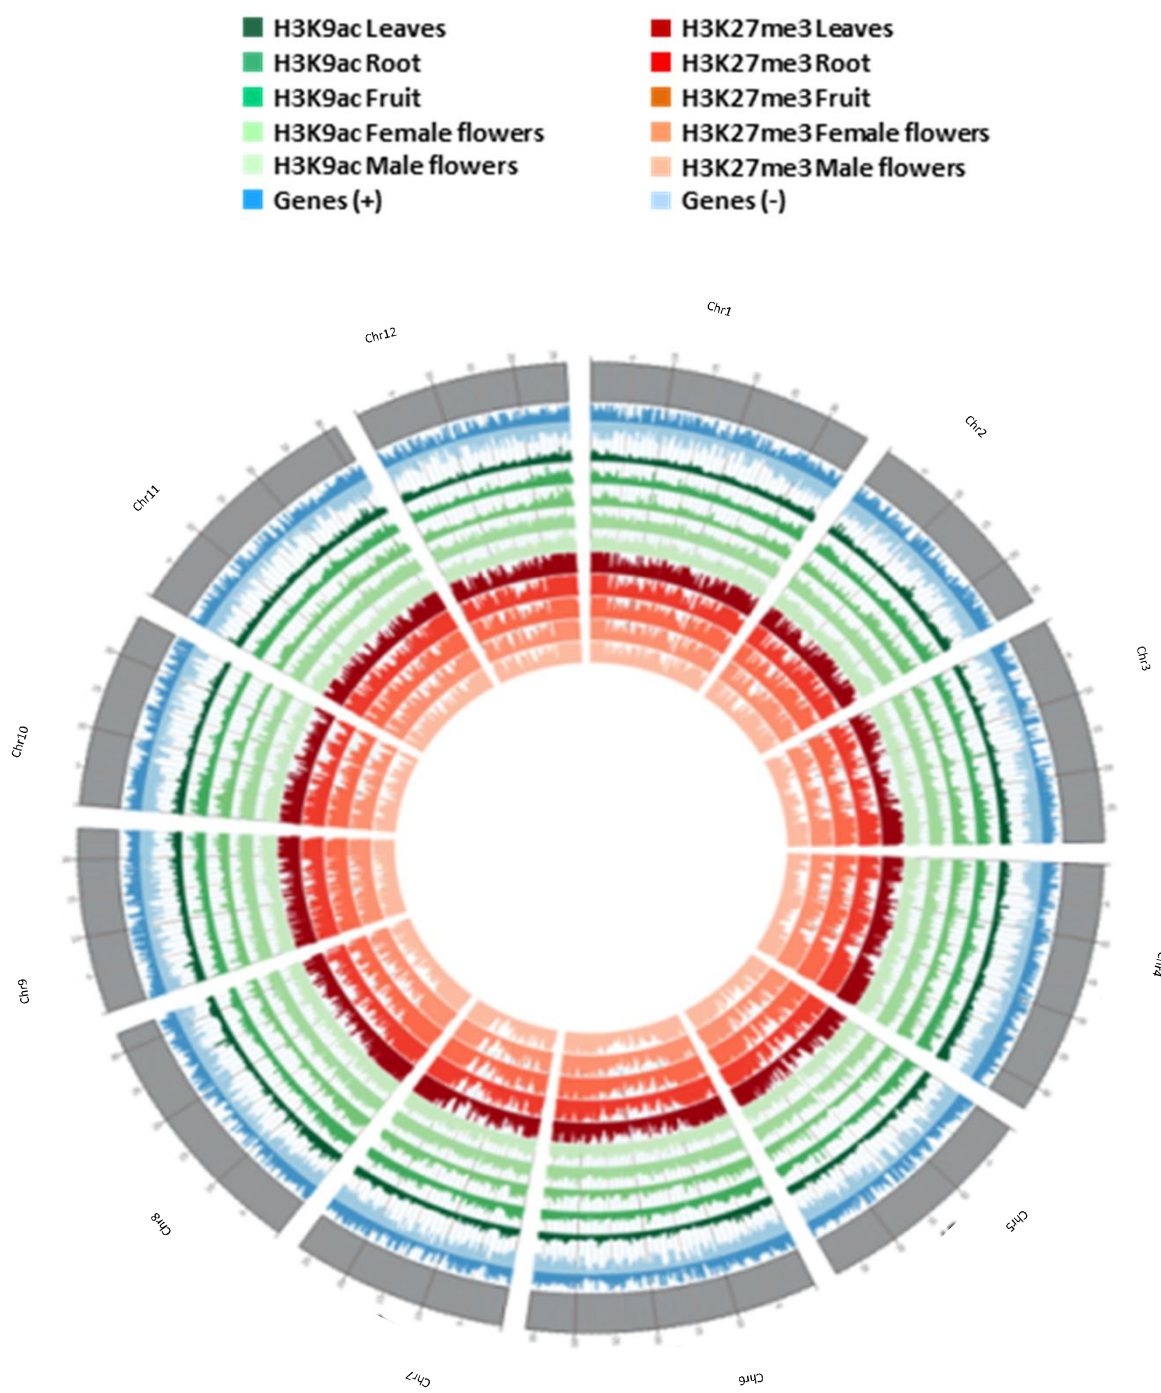

Additional file 1 : Figure S4

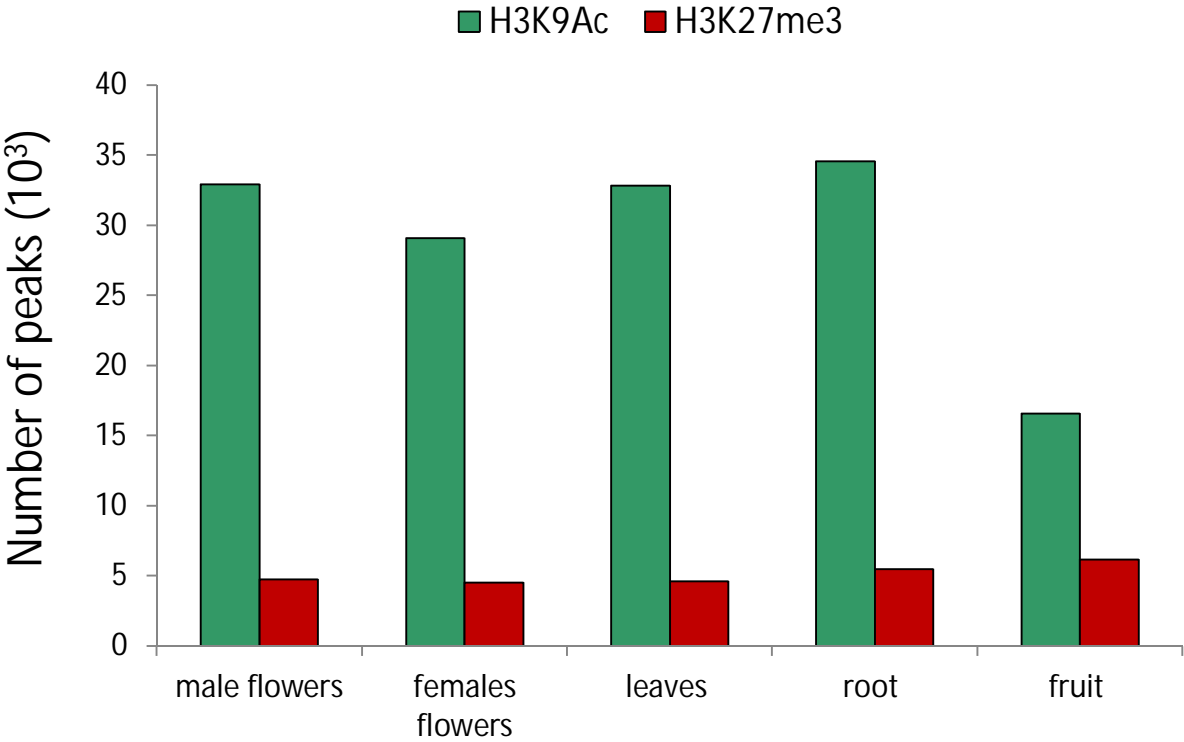

Additional file 1 : Figure S5

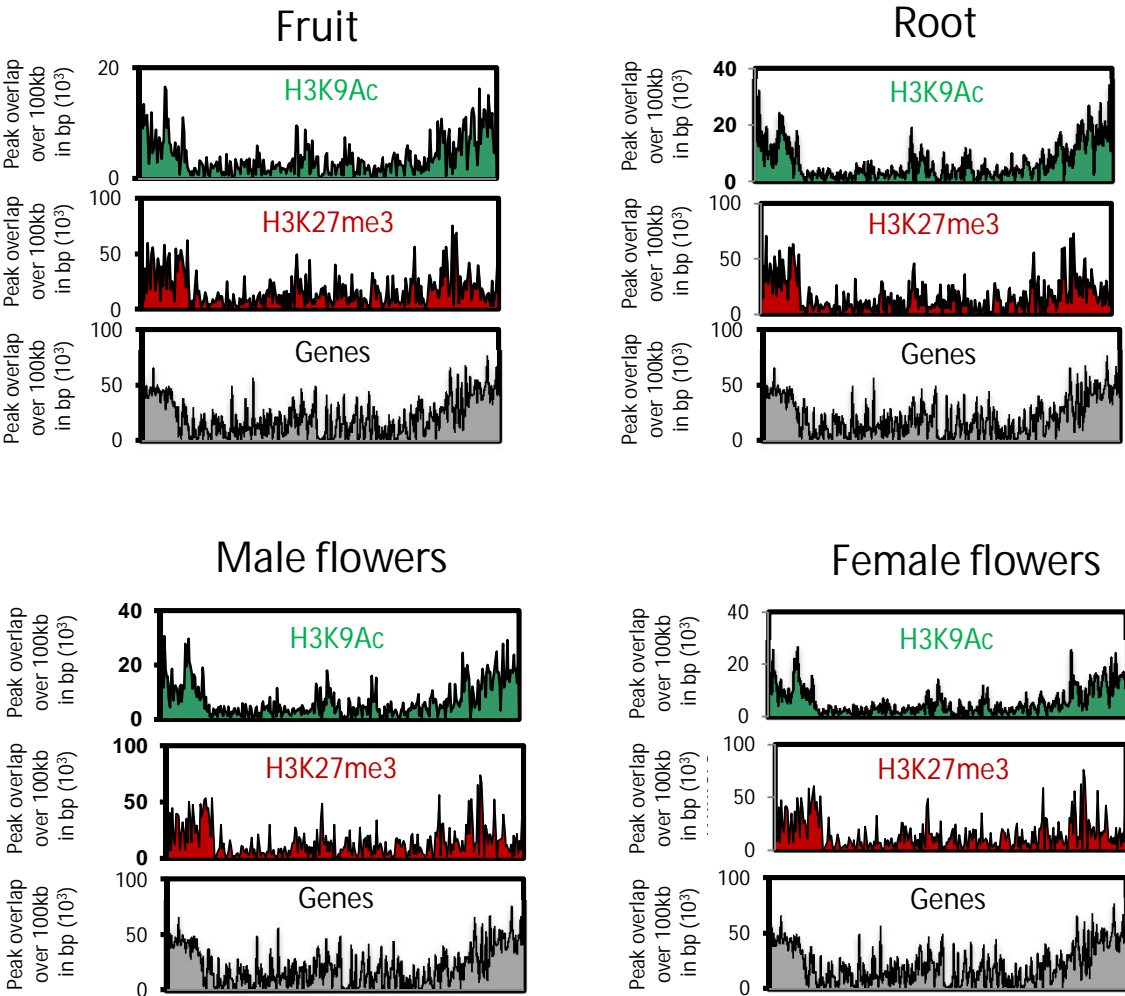

Additional file 1 : Figure S6

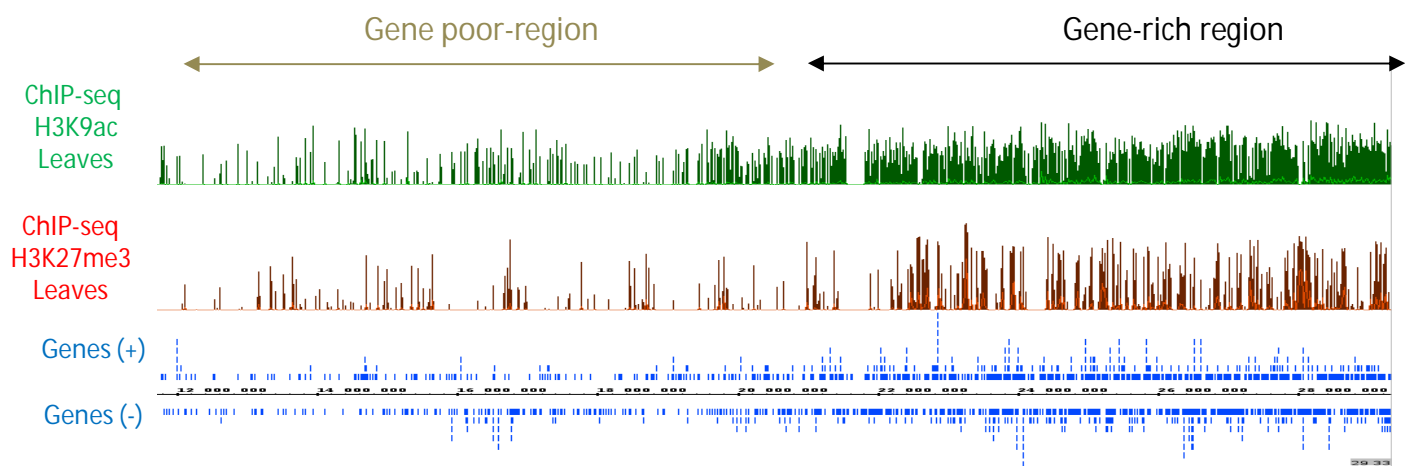

Additional file 1 : Figure S7

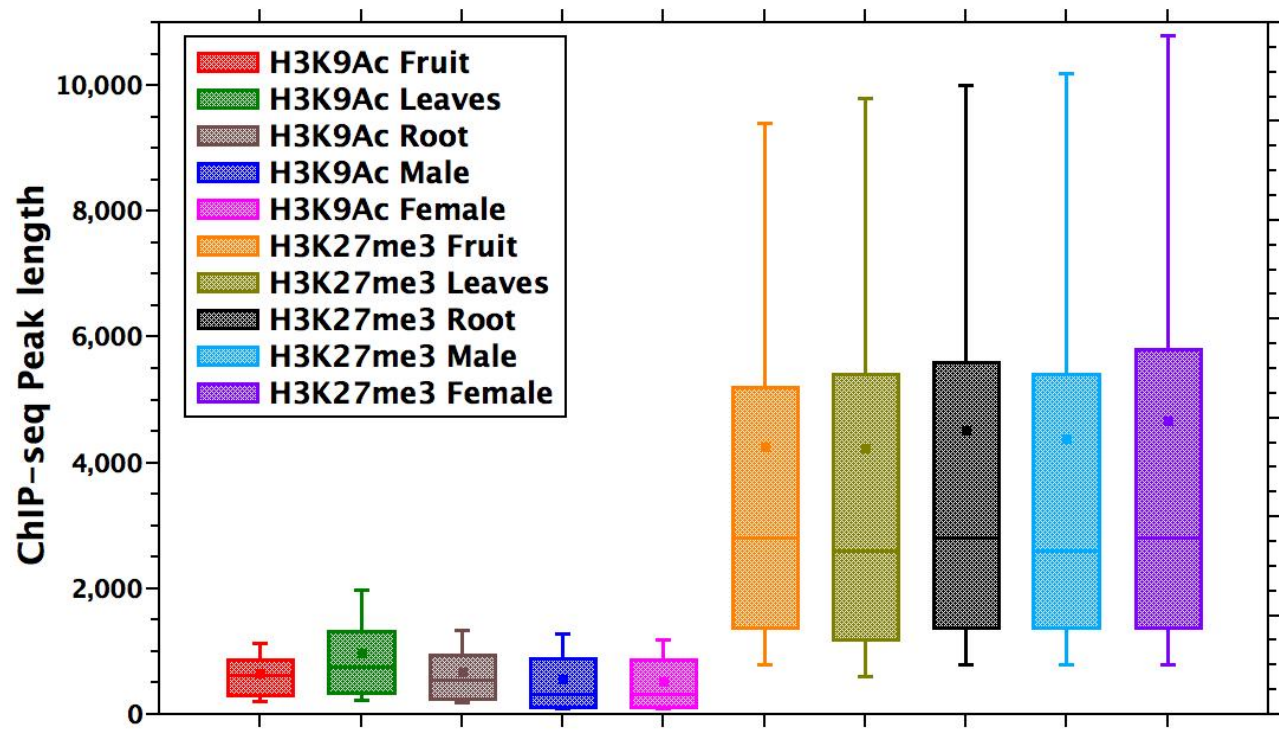

## Additional file 1 : Figure S8

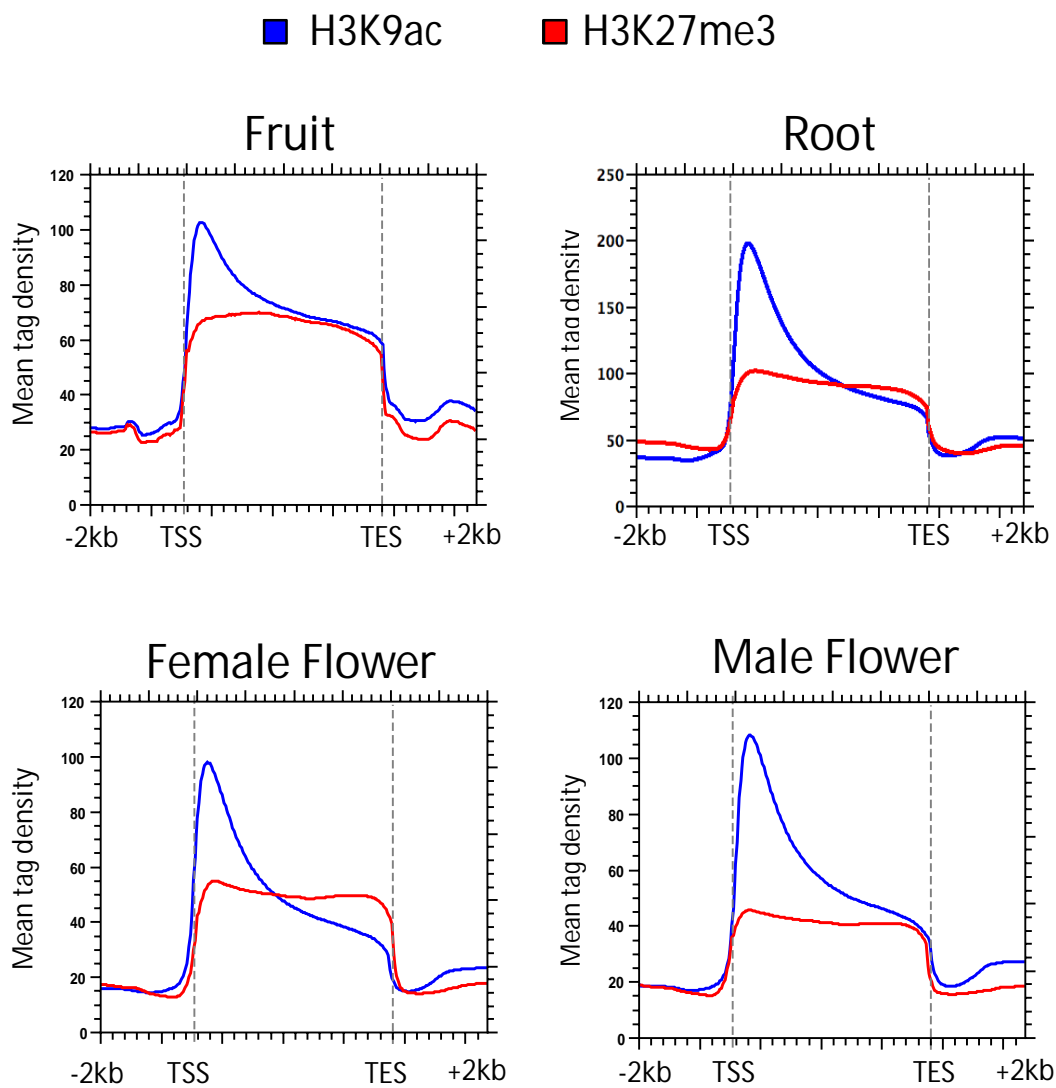

# Additional file 1 : Figure S9

## H3K9ac hyper-acetylated genes

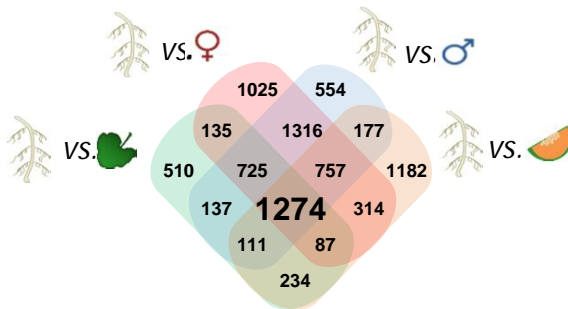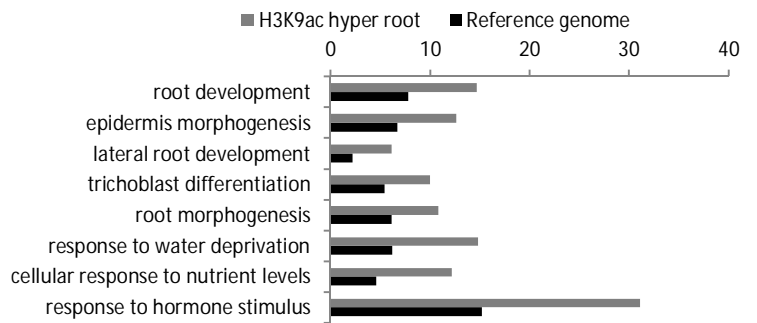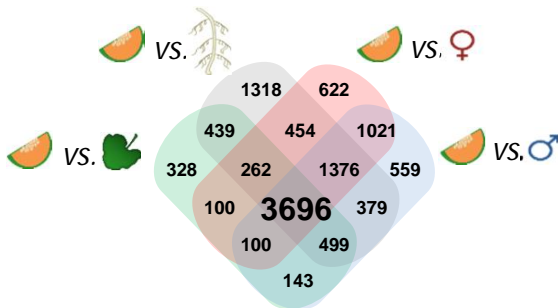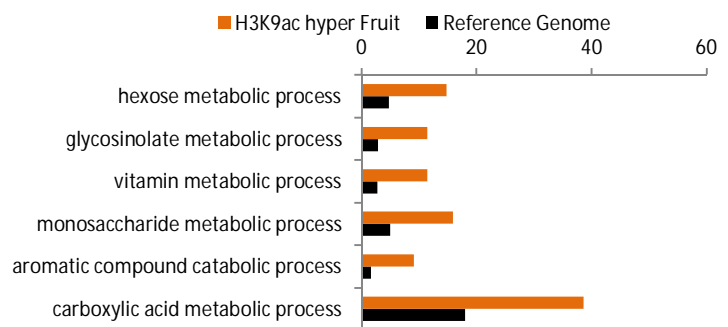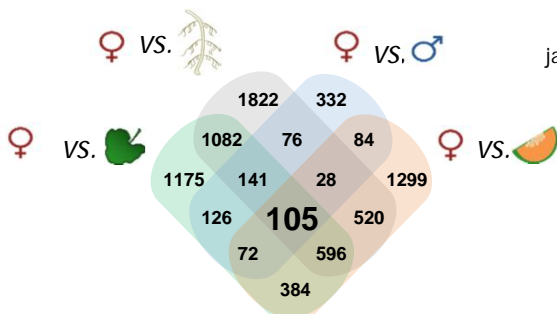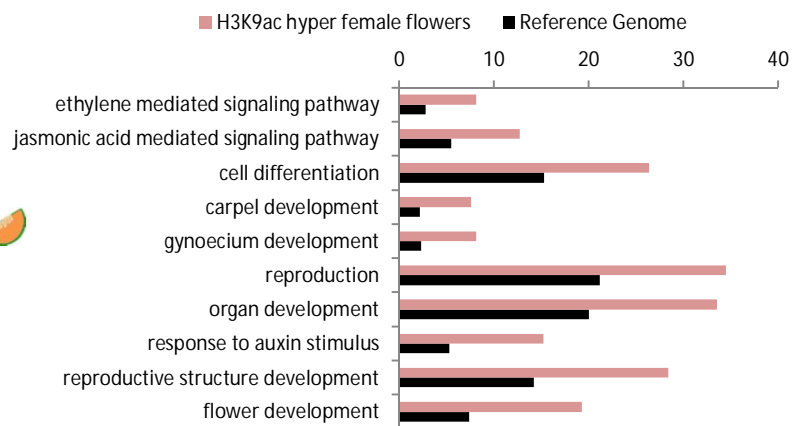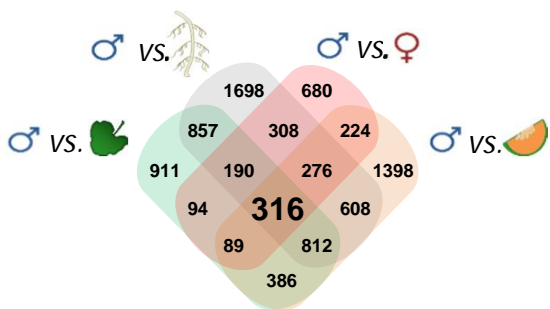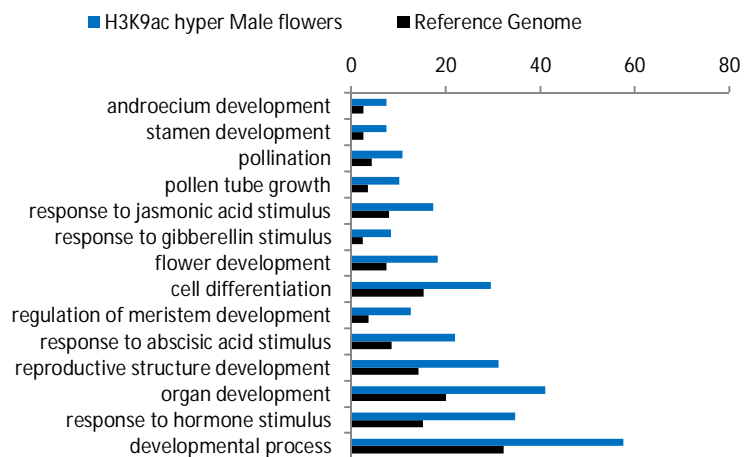

# Additional file 1 : Figure S10

## H3K9ac hypo-acetylated genes

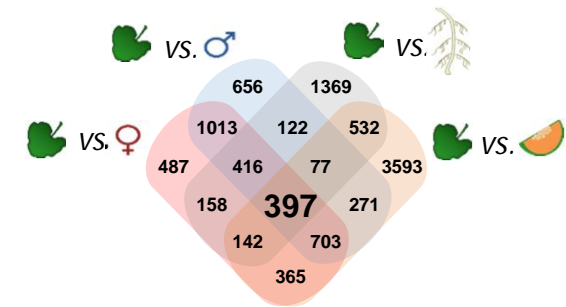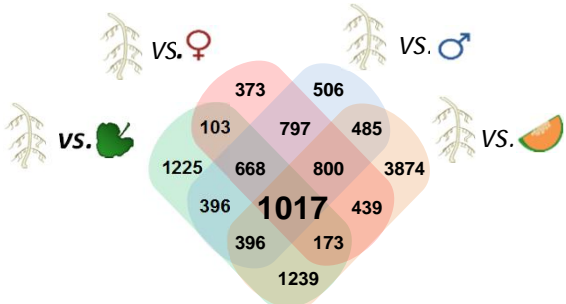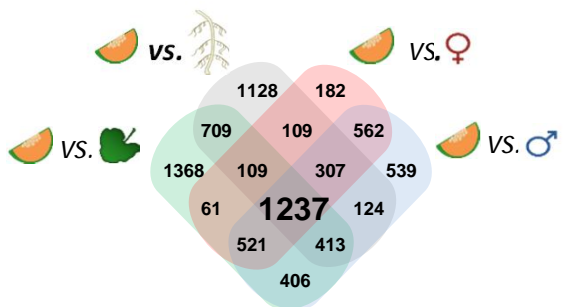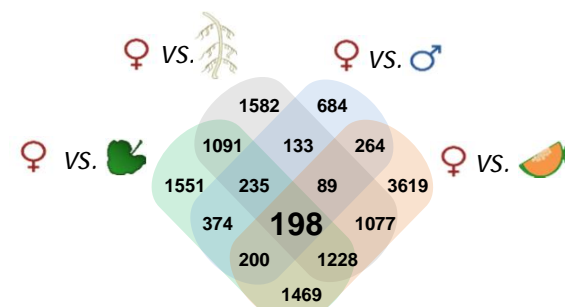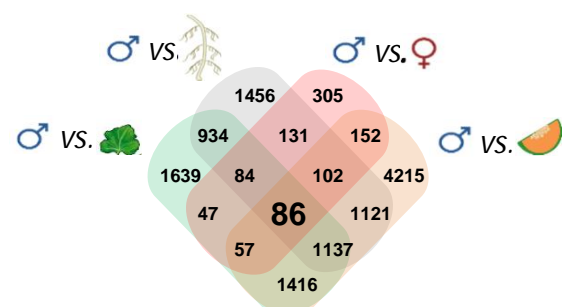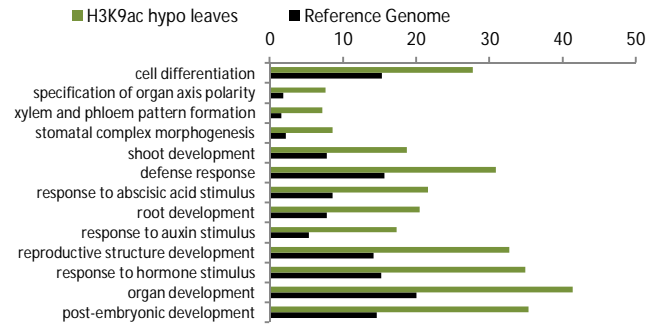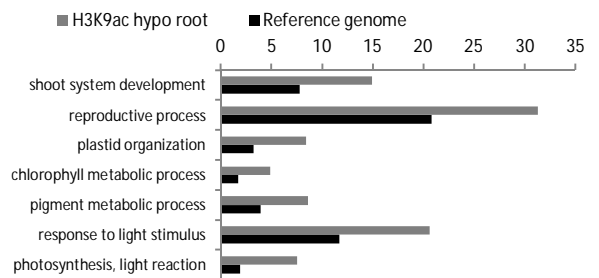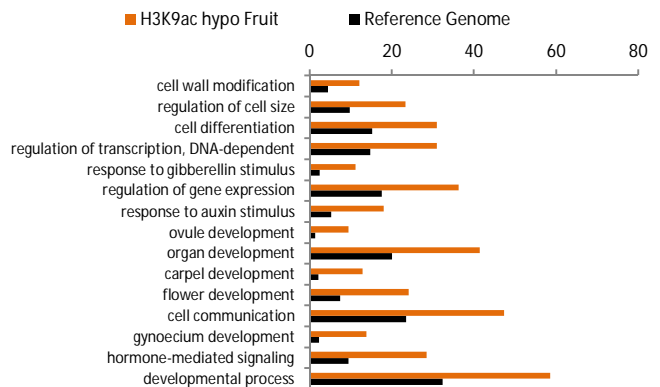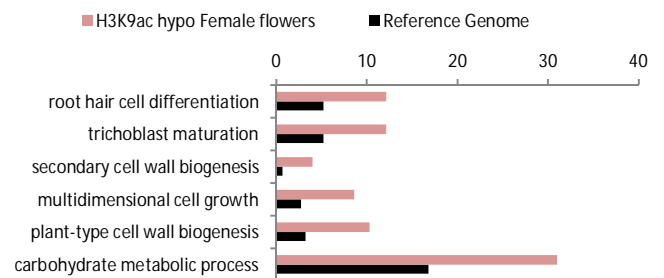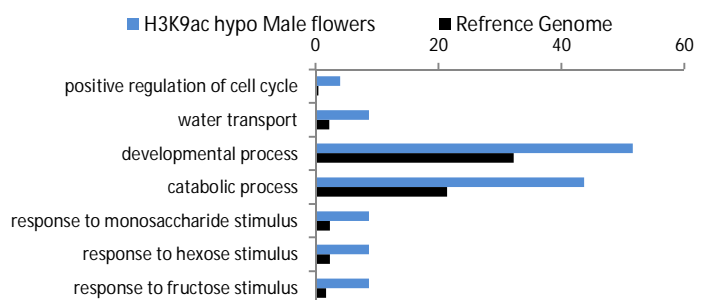

# Additional file 1 : Figure S11

## H3K27me3 hypo-methylated genes

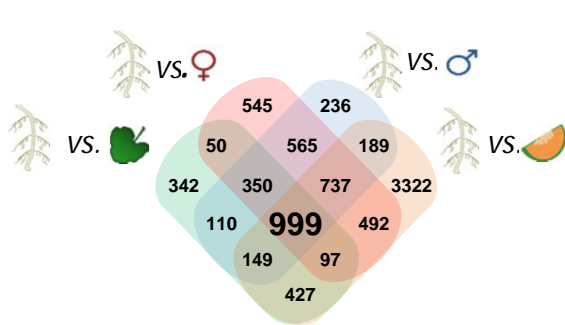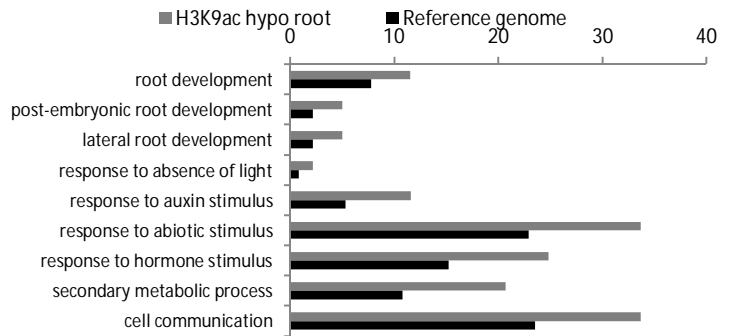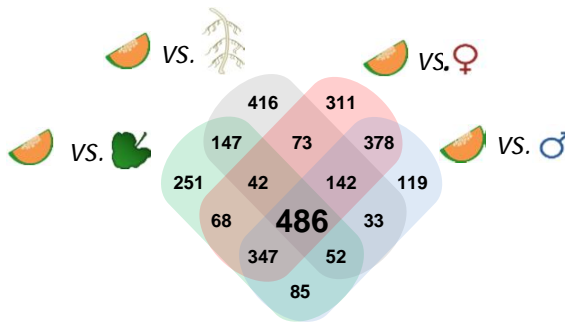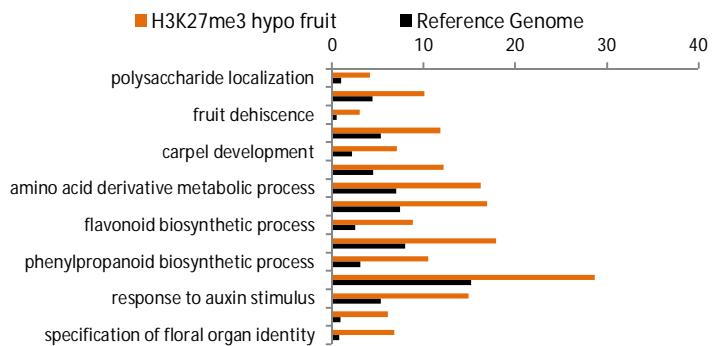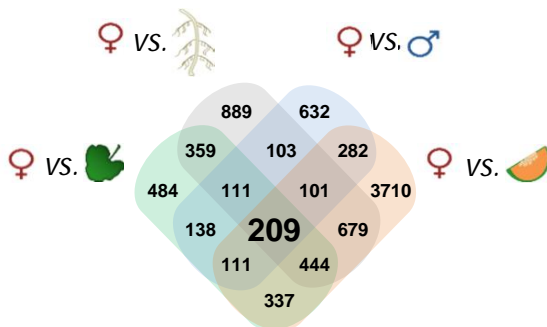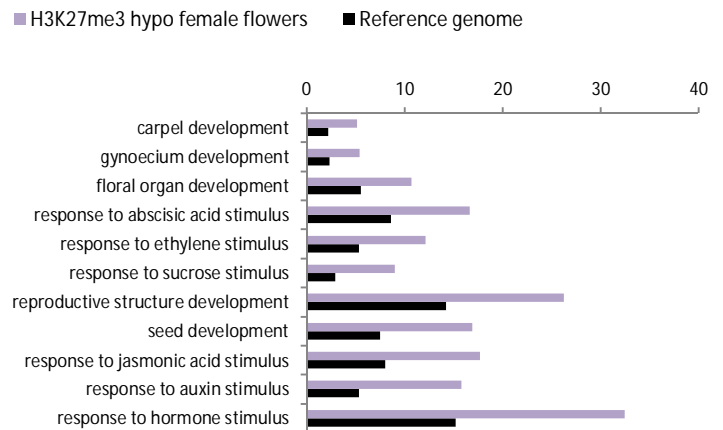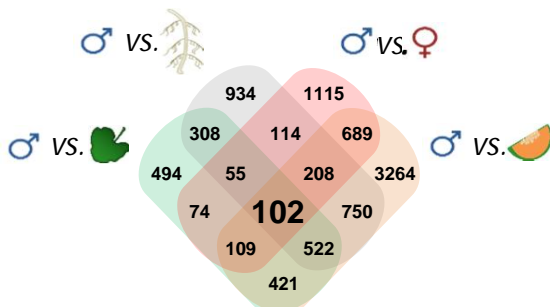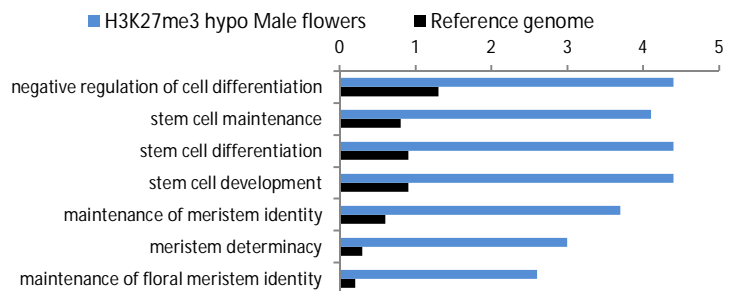

# Additional file 1 : Figure S12

## H3K27me3 hyper-methylated genes

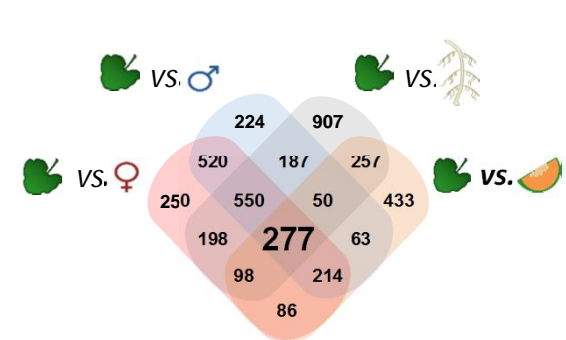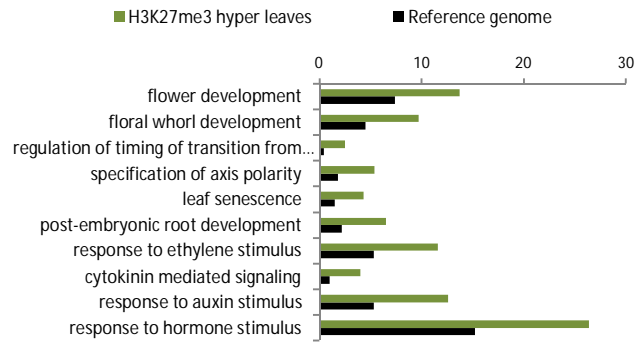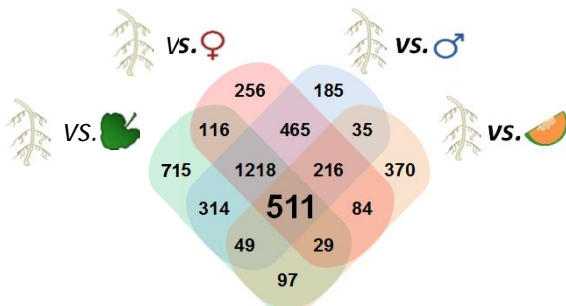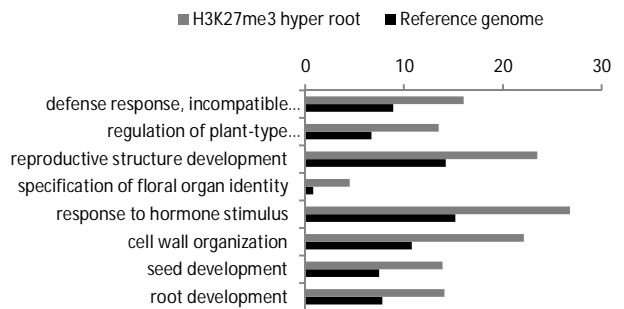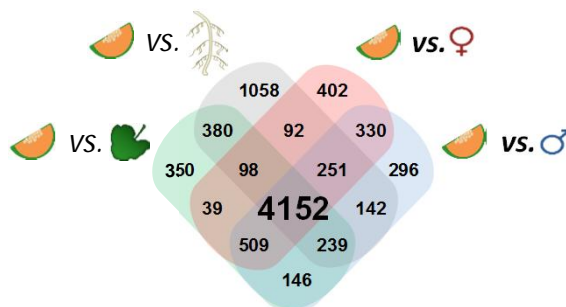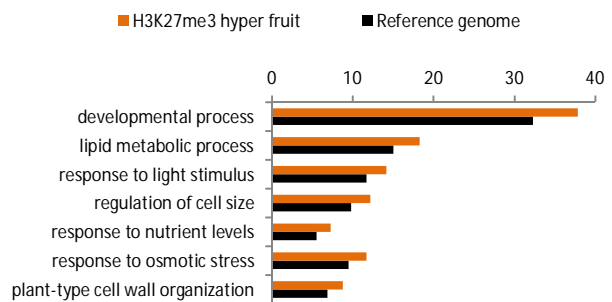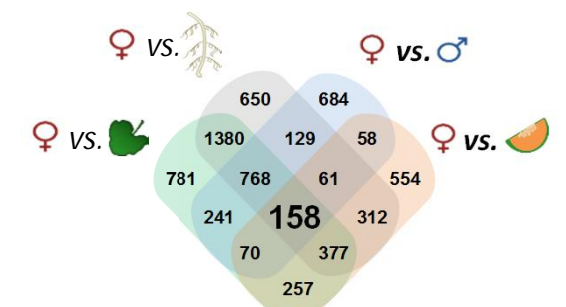

No significant GO process

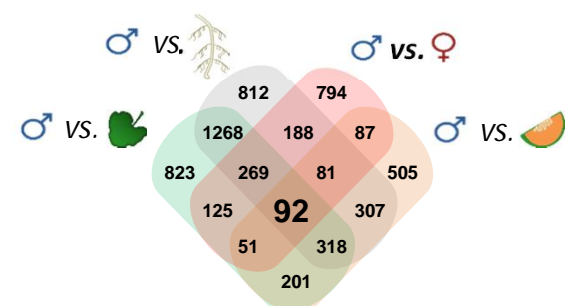

No significant GO process

## Additional file 1 : Figure S13

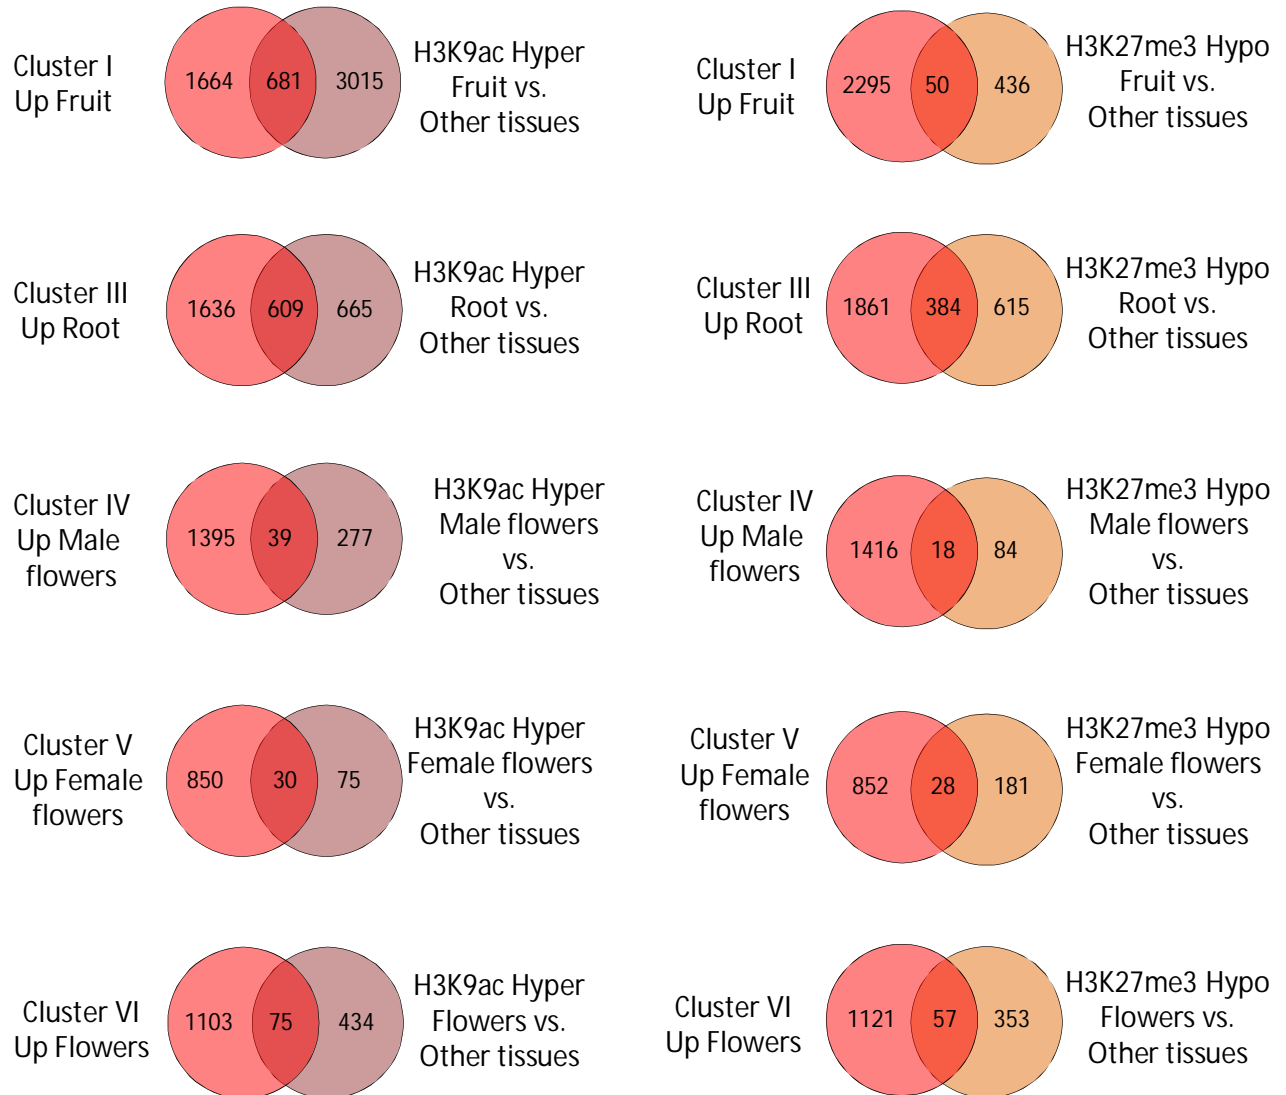

## Additional file 1 : Figure S14

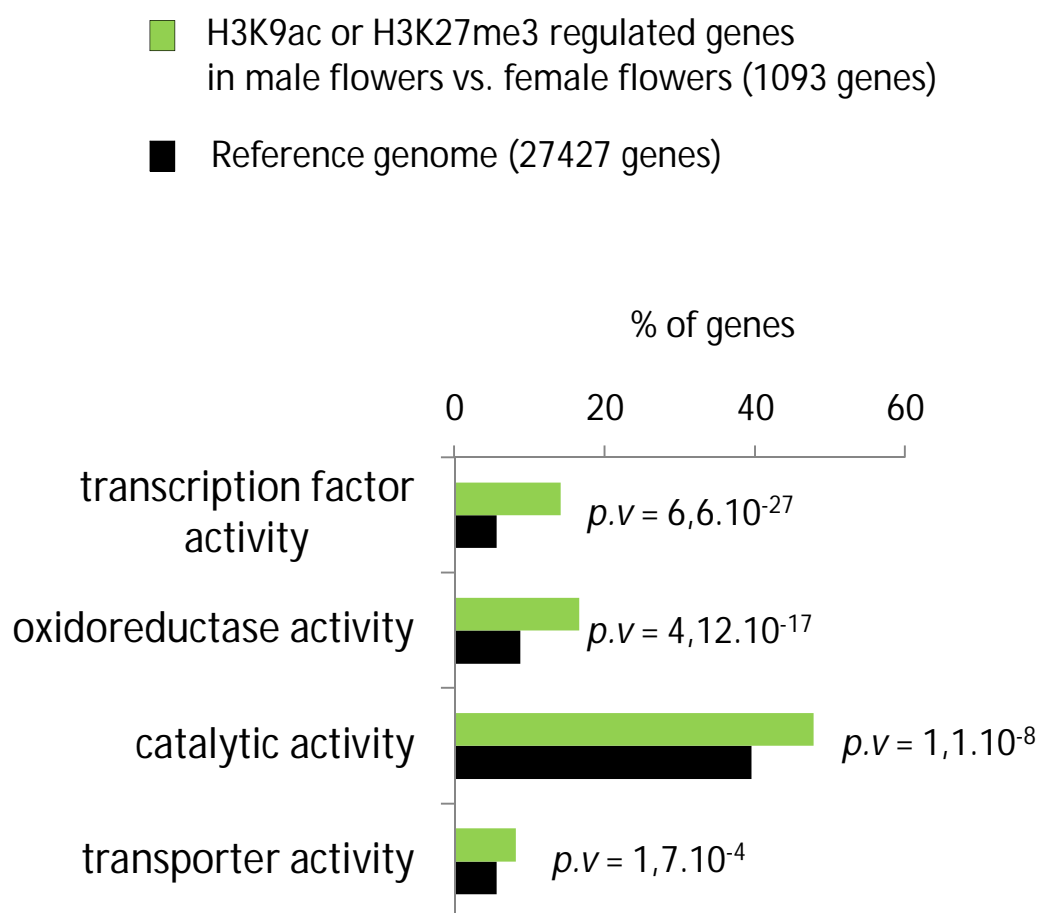

Additional file 1 : Figure S15

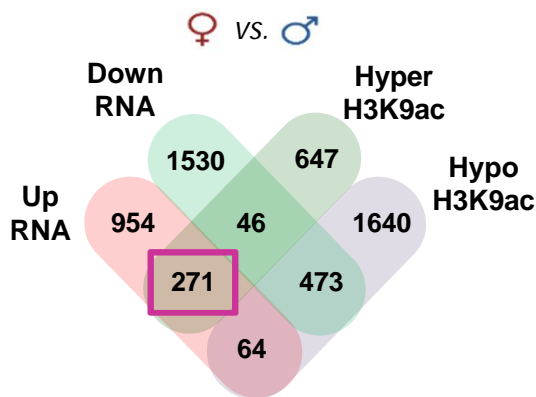

## Function

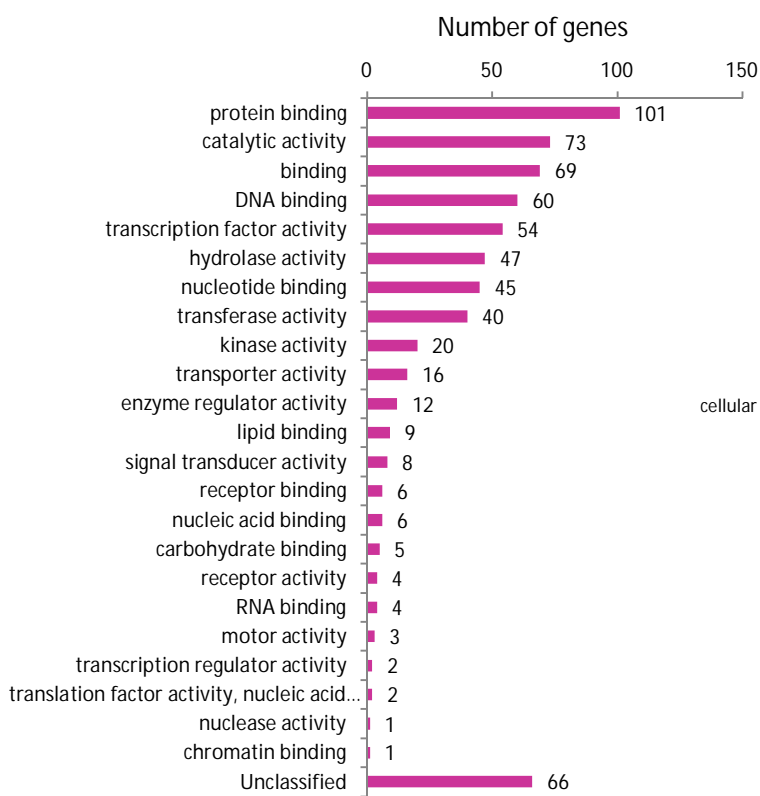

## Process

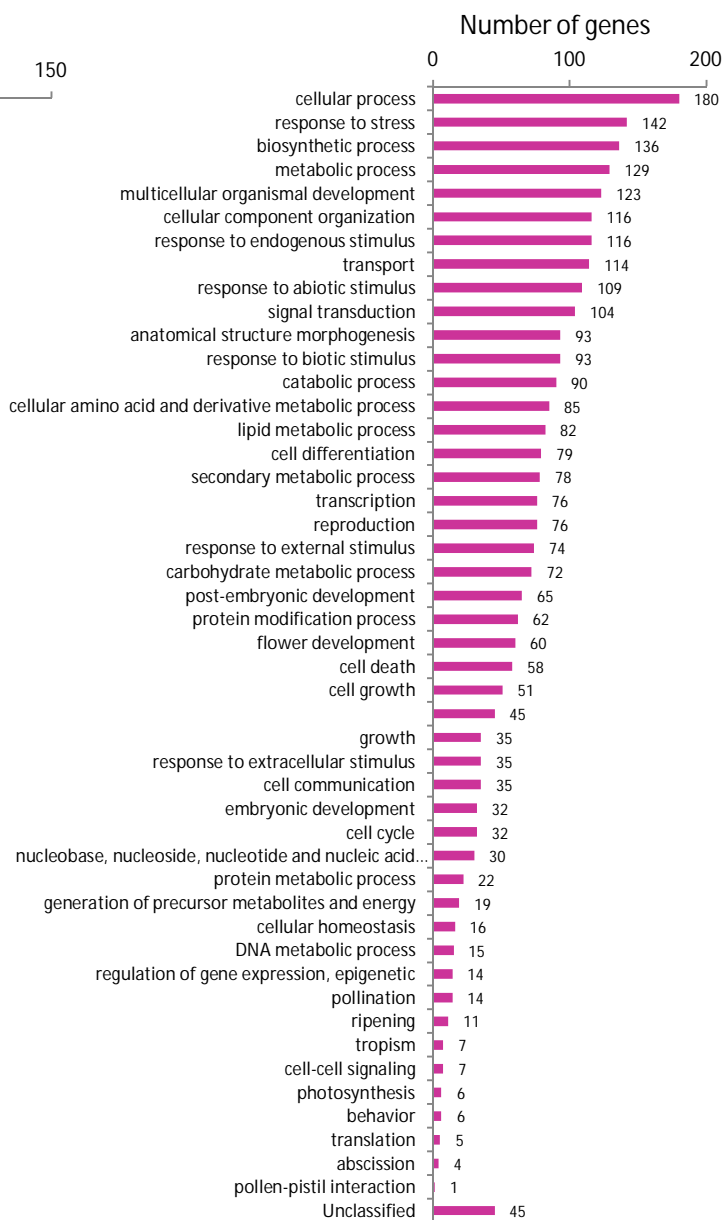

Additional file 1 : Figure S16

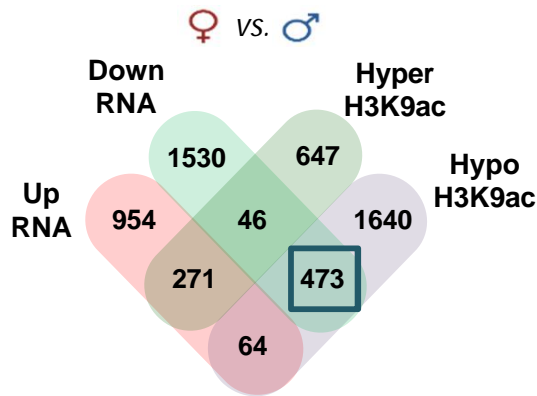

Function

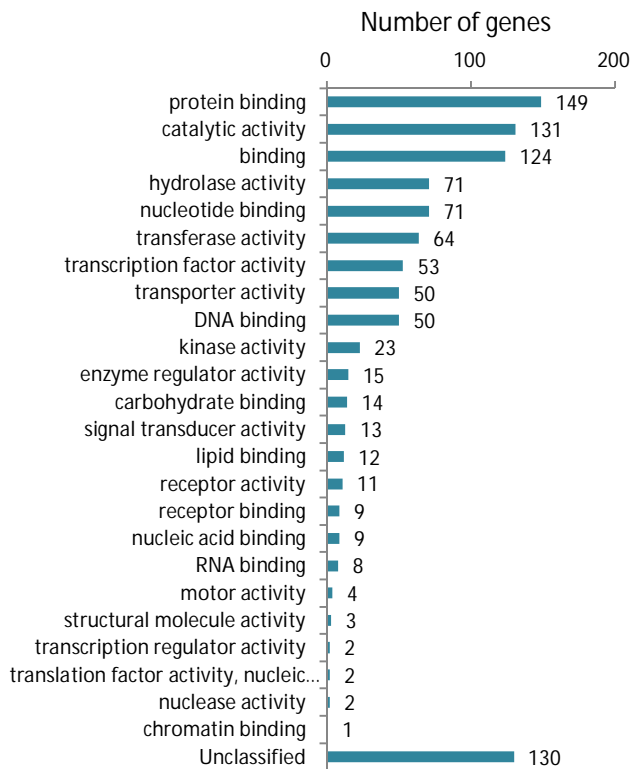

Process

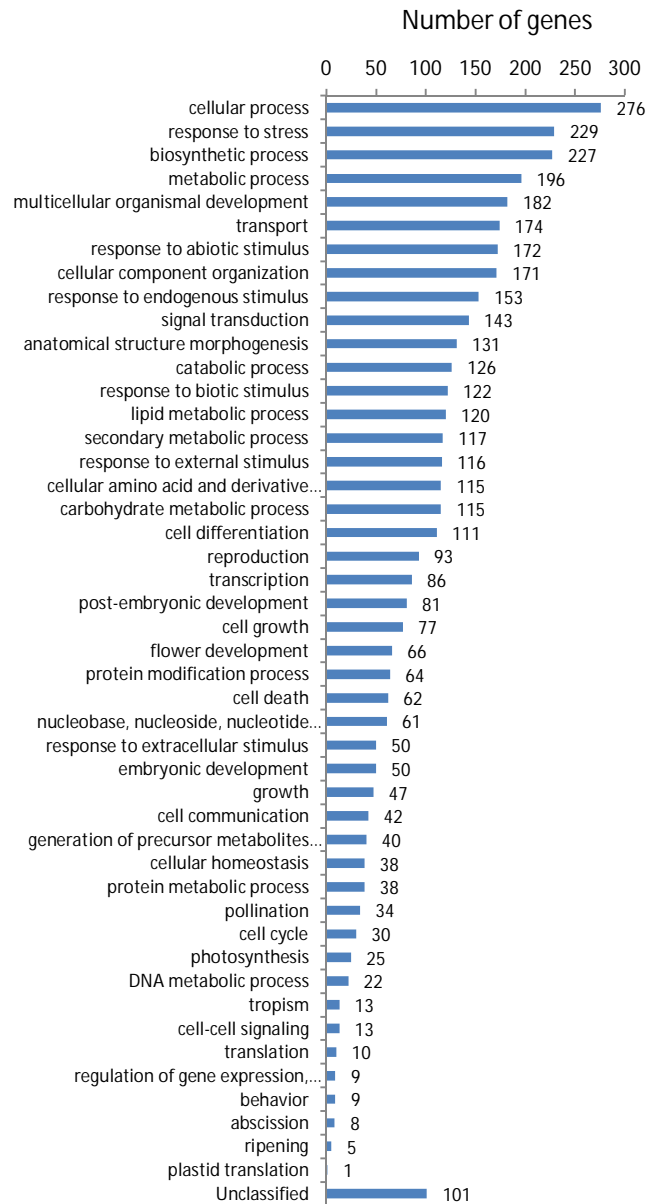

# Additional file 1 : Figure S17

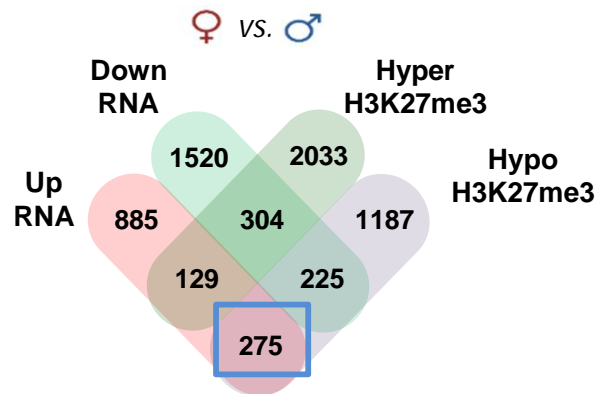

## Function

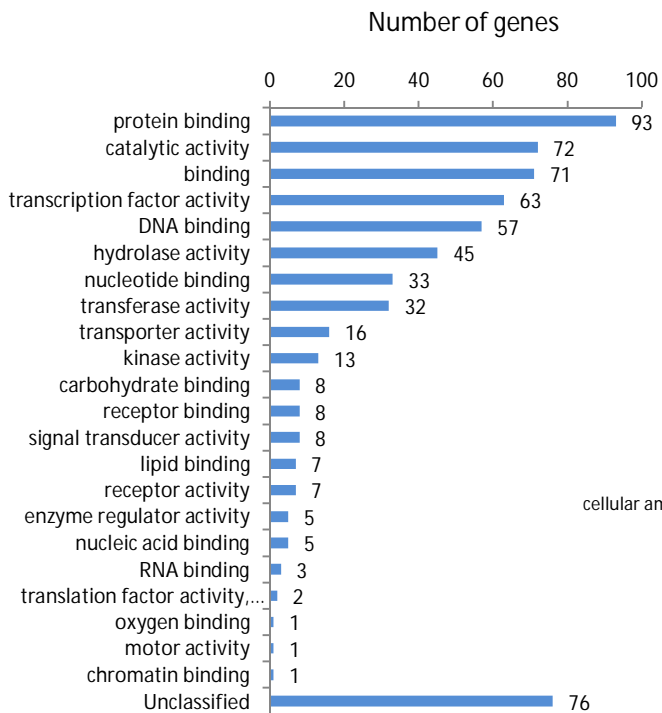

## Process

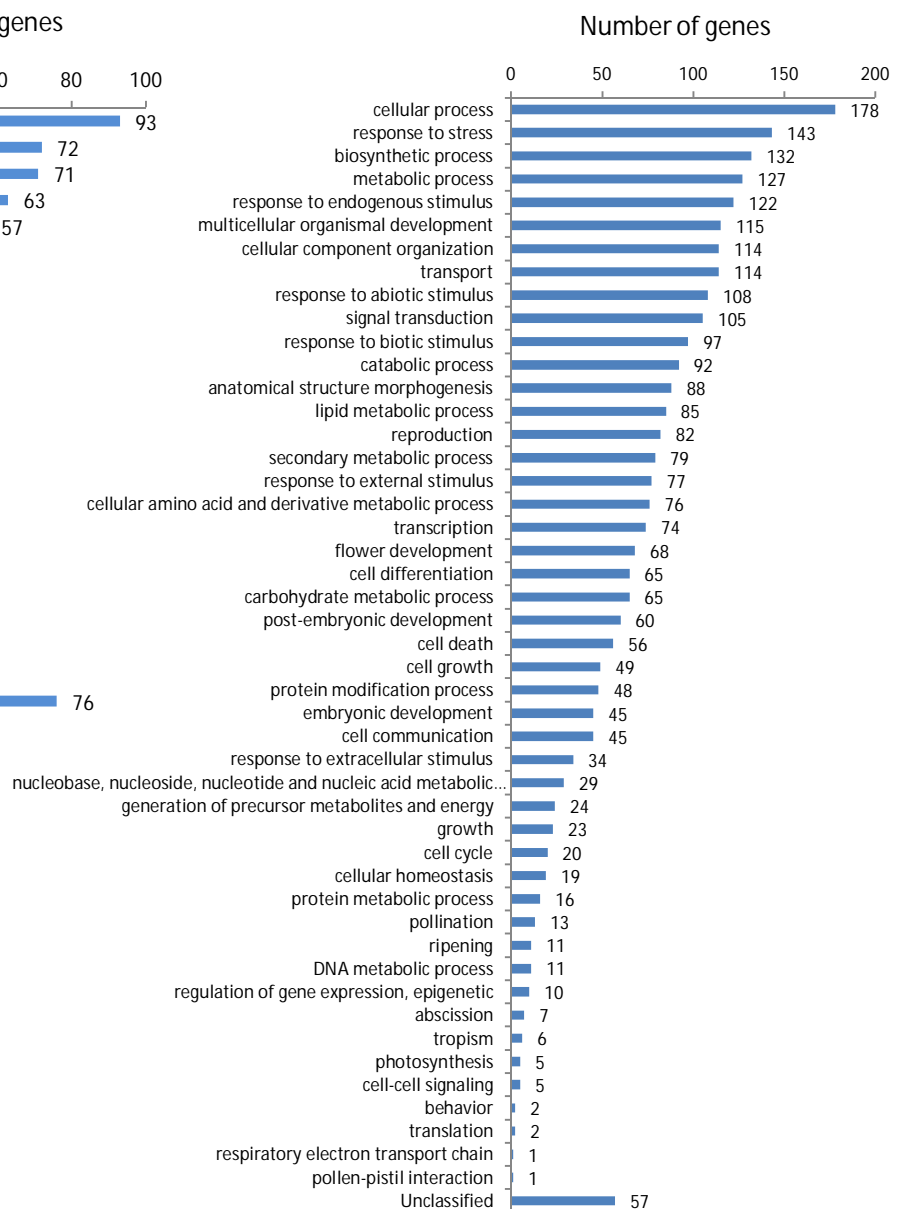

Additional file 1 : Figure S18

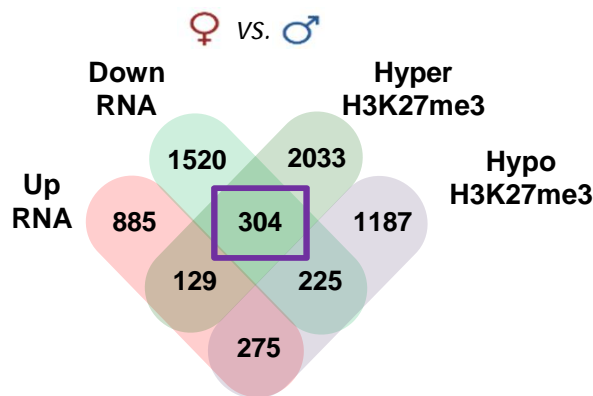

Function

Process

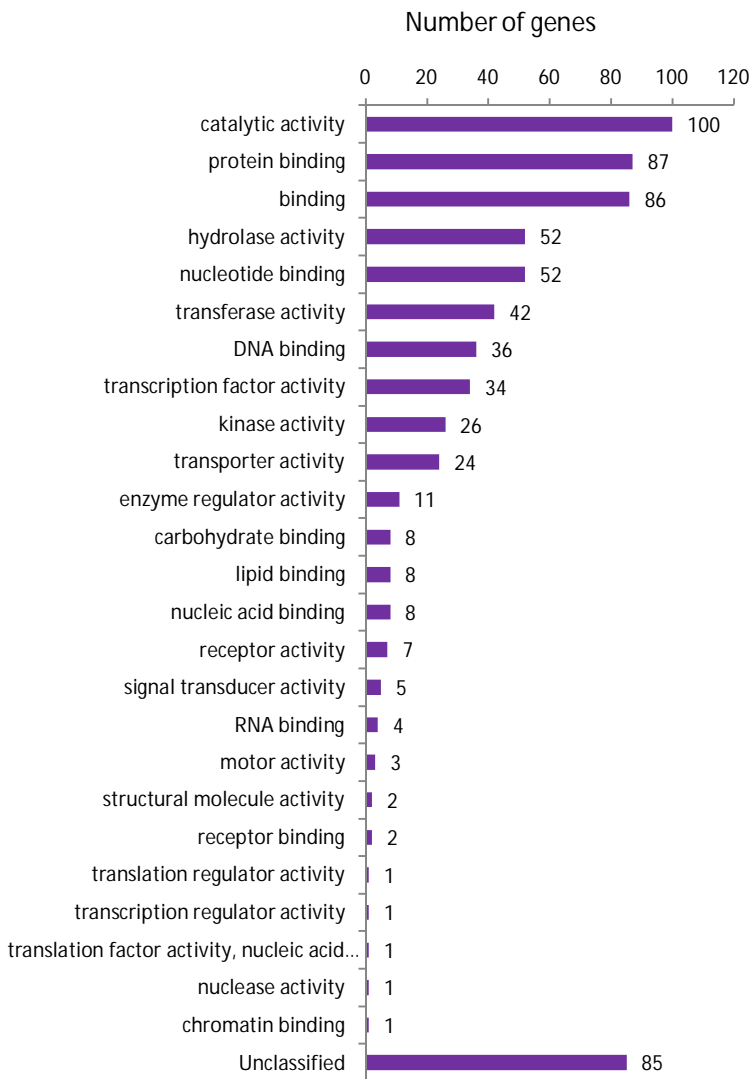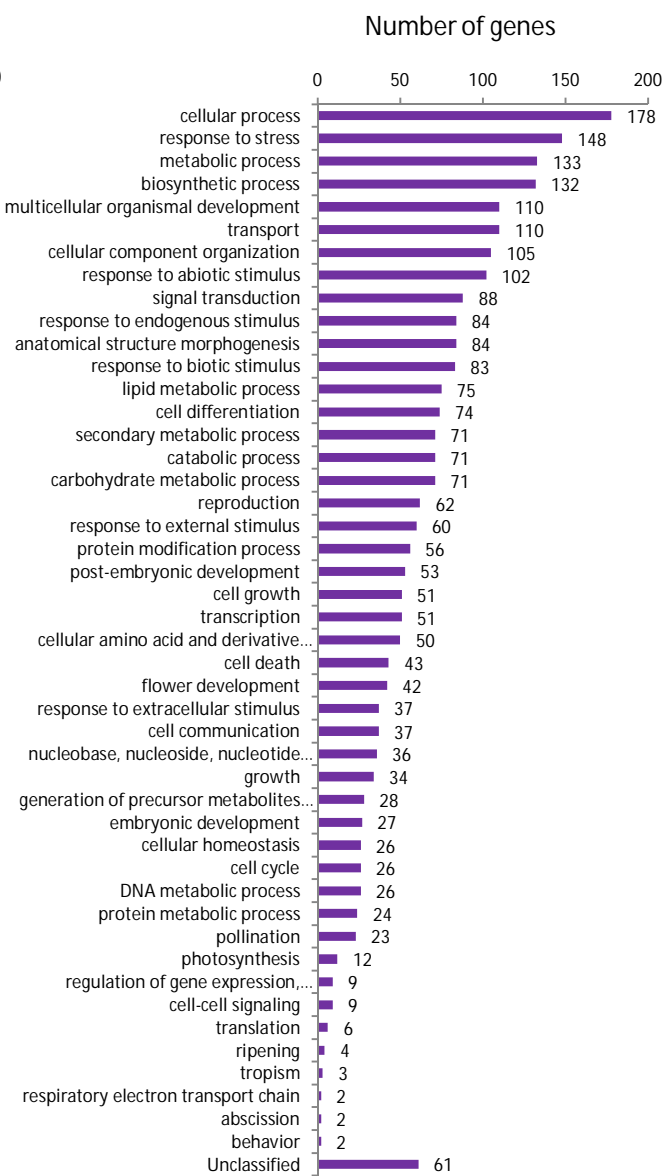

Additional file 1 : Figure S19

*MELO3C115188*

(Negative control)

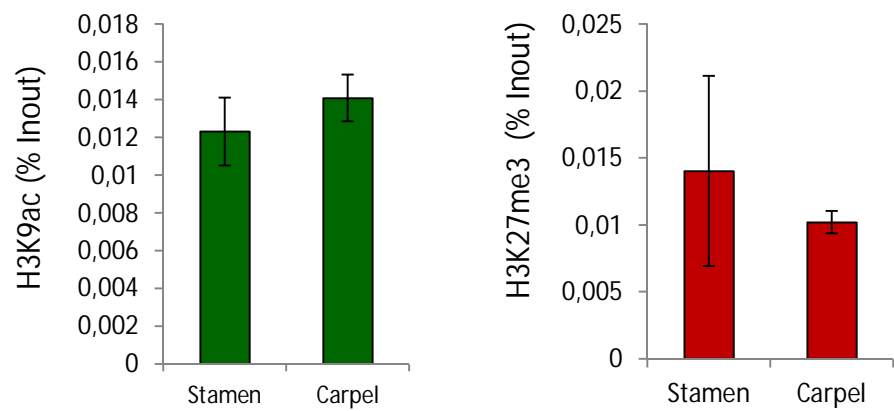

Additional file 1 : Figure S20

A.

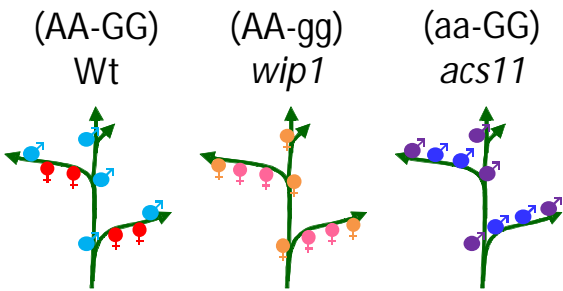

B.

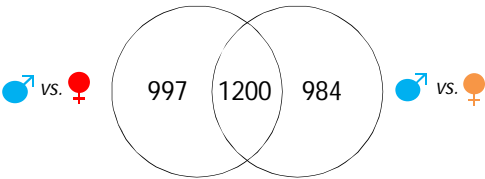

C.

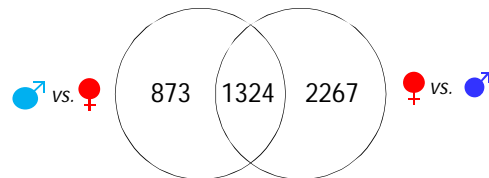

# Additional file 1 : Figure S21

H3K27me3 hypo-methylated genes  
between male and female flowers

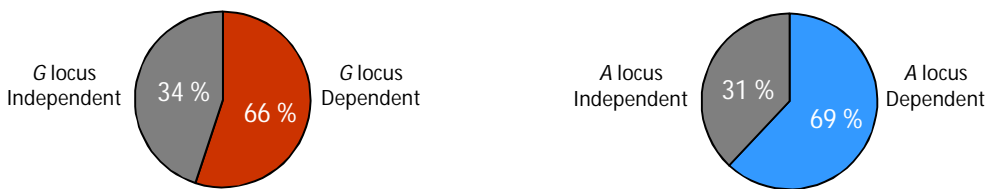

H3K27me3 hyper-methylated genes  
between male and female flowers

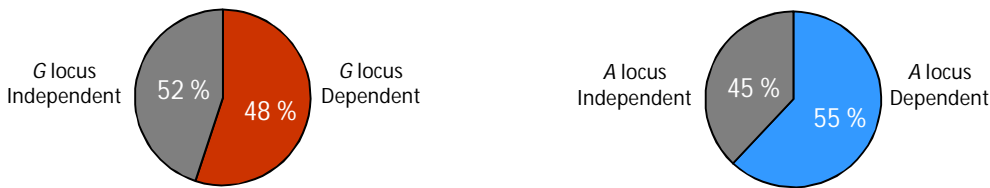

## Additional file 1 : Figure S22

H3K27me3 differentially marked genes between male and female flowers

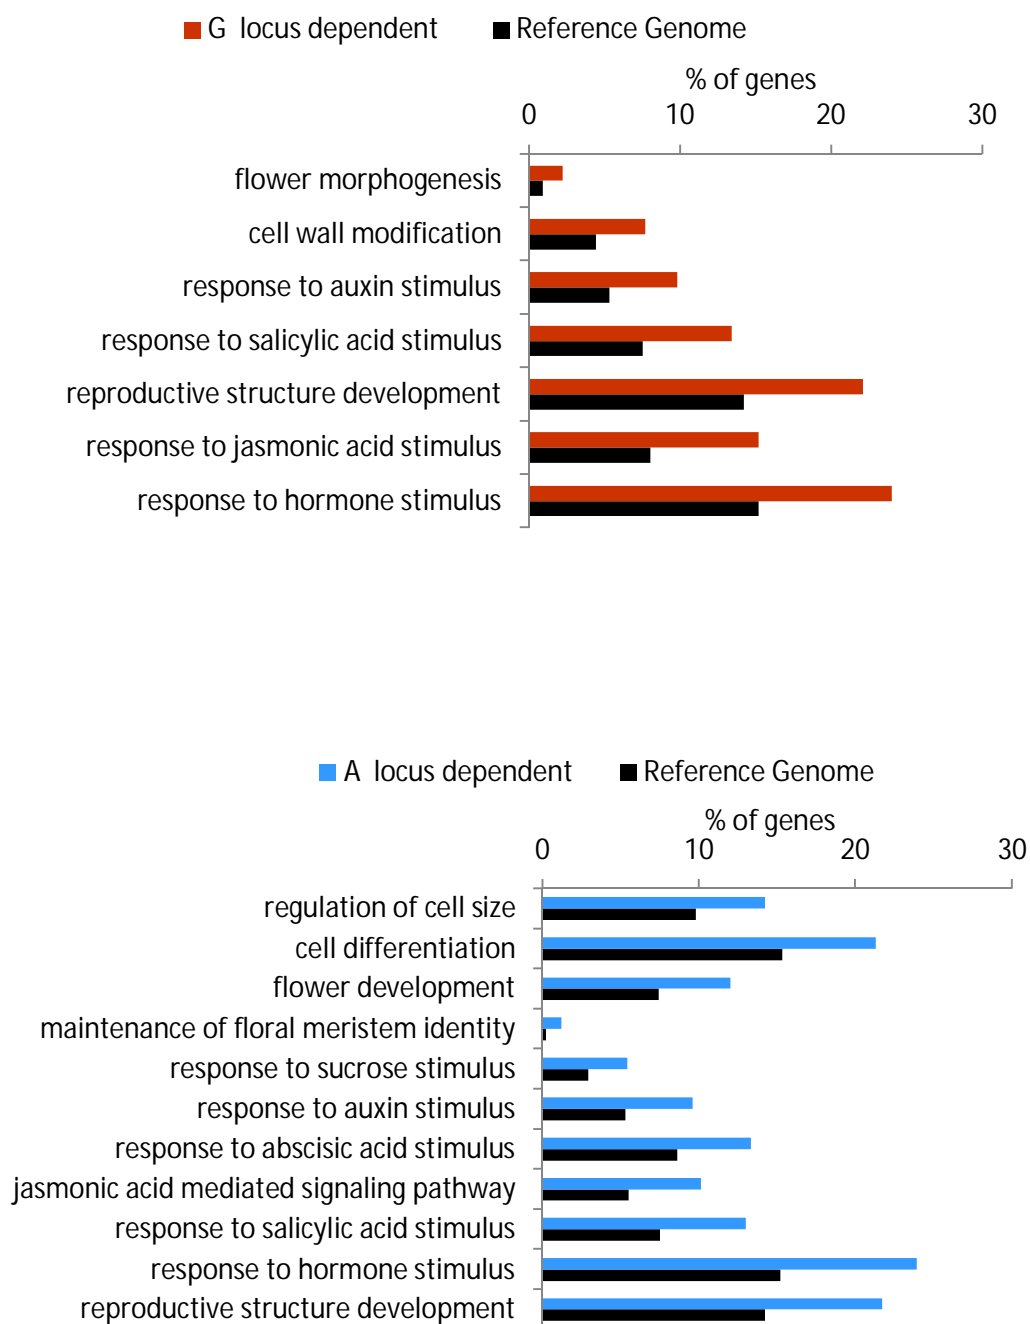

Additional file 1 : Figure S23

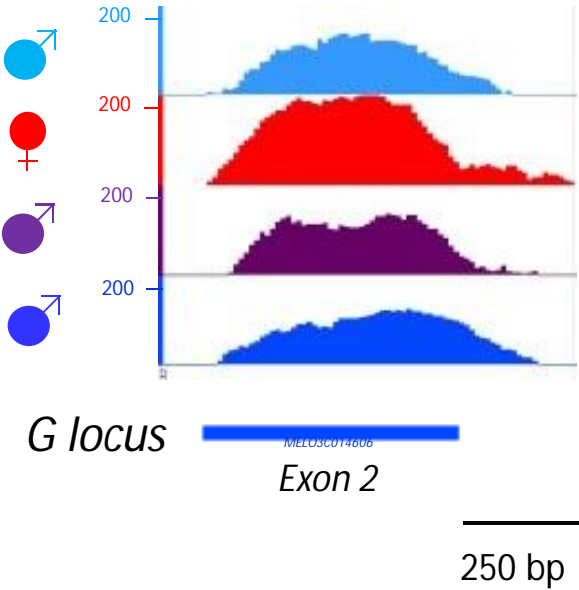

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Pearson correlation between leaves and roots ChIP-seq replicates. The color scale represents the degree of correlation between replicates. Figure S2. Example of melon genomic regions showing ChIP-seq signals of biological replicates in leaves. Genes are represented in blue. Comparisons of peak positions and peak intensities illustrate the high correlation between the two biological replicates. Figure S3. Distribution of mapped reads for H3K27me3 (red shades) and H3K9ac (green shades) along the 12 melon chromosomes of leaves, roots, fruit, male and female flowers. Local peak densities of each epigenetic mark were plotted against the genetic distance (gray) and annotation of sense (dark blue) and antisense transcripts (light blue). Figure S4. Number of H3K9ac and H3K27me3 peaks identified in the different melon tissues. The computational methods MACS2 and SICER were used to determine H3K9ac and H3K27me3 target regions, respectively. Figure S5. H3K27me3 and H3K9ac distribution at the chromosome level in different melon organs. Distribution of H3K9ac (Green), H3K27me3 (red) and annotated genes (gray) are plotted along the chromosome 1. Figure S6. H3K9ac and H3K27me3 peaks distribution on chromosome 3 illustrating the enrichment of the marks in gene-rich regions located at the distal part of the chromosome. Figure S7. Boxplot showing differential peak length between H3K9ac and H3K27me3 in different melon tissues. Figure S8. Average tag density profile of H3K27me3 and H3K9ac along the gene body in different melon tissues. ChIP-Seq densities of equal bins were plotted along the gene body and 2-kb region flanking the TSS or the TES. Figure S9-S12. Tissue-specific H3K9 or H3K27me3 differentially marked genes. Venn diagrams of paired comparisons of each tissue vs. all the tissues are shown on the left. The central overlap corresponds to H3K9 or H3K27me3 specifically modified genes in each tissue. Gene ontology analysis of these subsets of genes i

How the deposited data were processed for this re-analysis (not part of the article)

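RNA-seq was available for leaves, roots, fruits, male flowers and female flowers of monoecious melon, with 2 biological replicates for each organ. The authors trimmed and filtered the reads with Trimmomatic, mapped them to the melon genome v3.5.1 with TopHat, quantified transcripts with Cufflinks and deposited the FPKM of 27427 genes for each sample, which scales fragments by transcript length and by the mapped fragments of the library. Any normalization option of Cufflinks is not stated. No ChIP-seq file was among the files analysed here, and histone marks enter only through the gene lists of the paper's supplementary tables. Several of those lists are cut short in the text available. For the marked genes of Table II, comparisons were limited to gene numbers that the lists cover. For the hyperacetylated genes of fruits 1997 of 3696 genes were used, and for the hypermethylated genes of fruits 1997 of 4152.

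FPKM values were transformed as log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 2 of the 10 samples, 20025 in all, were tested with limma 3.58.1 in R 4.3.3, with a mean for each organ, empirical Bayes moderation with a trend on the mean level and Benjamini-Hochberg adjustment within each comparison. The spread is shared by the 5 organs, although the median SD of a gene between replicates was 0.1281 on the log2 scale in fruits and 0.03433 in male flowers. A gene passed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5, where the paper's methods state a cutoff of 0.5 fold after CuffDiff. CuffDiff could not be repeated because it needs alignments. A gene was organ-specific when it passed as higher against each of the other 4 organs. Overlaps with the paper's lists were tested with Fisher's exact test over all genes in the files, and p-values under 1e-300 are given as such. The difference in mean expression between marked genes was tested by permutation with 100000 resamples. Python 3.11.15 with scipy 1.17.1 was used for these tests.

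Genes named in the text were set by a rule before the processed files arrived, apart from MELO3C001815, which was picked after seeing the data as the gene with the highest FPKM in fruits. The genes of the rule are all genes the paper names by identifier, all MADS-described genes of Table VI, the 3 largest increases and 3 largest decreases between female and male flowers among passing genes whose replicates did not overlap, and the 2 organ-specific genes of each organ with the largest smallest fold change. The script was tested on simulated data with 200 changed genes, drawn with the means and spread of the real genes. It recovered 96.5% of the changed genes, 1.531% of the passing genes were not changed ones, and 94.898% of the genes raised in female flowers were called organ-specific. All simulated changes were larger than 0.942, the median absolute log2 fold change of genes passing between flowers, and genes with low values were not changed. Before the change, a gene had the same mean and the same spread in all organs. These percentages therefore do not measure the power or the error rate of the real calls.

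Depth is known only from the aligned reads of Table I, from 4182590 in fruits to 45658218 in female flowers. Low FPKM values fell on a single ratio between replicates for 12.9% to 25.0% of low genes, but this ratio was sought only near that of Table I. Alternatives tried were a pseudocount of 0.1, no filter on low values, quantile normalization between samples, the replicate number as a block, no fold change cutoff or a cutoff of 1, moderation without a trend, only the 4 flower samples in the fit, a rule without a test, Fisher's exact test over filtered genes only, genes above 0 only, a shorter range of genes and each replicate left out in turn. The genome and its annotation were not available, so gene positions, lengths and GC content were not examined.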

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

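The share of hyperacetylated genes that were organ-specific in expression differed between organs. Compared with leaves, it was higher in roots by 20.6 percentage points (Fisher's exact test on the 2 lists, adjusted p = 8.79e-27 over 8 comparisons) and in female flowers by 21.9 percentage points (adjusted p = 9.59e-06), while the difference of fruits from leaves was -18.1 percentage points (adjusted p = 9.46e-41). The fruit share rests on 1997 of the 3696 genes in the paper's list, and the share in the rest could not be examined. For hypomethylated genes, roots exceeded leaves by 18.4 percentage points (adjusted p = 1.3e-16), and fruits differed by -11.5 percentage points (adjusted p = 1.02e-08). In the main setting male flowers did not differ from leaves for either list, nor female flowers for hypomethylated genes. The comparisons of flowers depend on the setting. With quantile normalization the share of hyperacetylated genes in female flowers was under that of leaves (38.1% and 40.9%), so the excess was lost, and that of hypomethylated genes was 15.3% against 28.1%. Roots stayed above leaves, with 47.9% of hyperacetylated and 36.3% of hypomethylated genes. The tests treat genes as independent, which they are not. They also leave out the share of all genes that were organ-specific, 7.54% for roots, 4.11% for leaves and 2.93% for fruits. Part of the differences of roots and fruits may follow from it. Against all genes, the odds ratio for hyperacetylated genes was 15.8 in roots, 12.7 in leaves and 4.29 in fruits. For hypomethylated genes it was 8.52, 5.87 and 2.56. With quantile normalization, where 2160 genes were specific to roots and 2332 to leaves, roots still exceeded leaves. For fruits, 2 technical explanations were tested with predictions written before the overlaps were computed. If a few genes taking most of the reads push down the FPKM of other genes in fruits, normalization between samples should bring the share to that of leaves, and after quantile normalization it was 32.2%, above the 27.6% of leaves without that normalization but under the 40.9% of leaves with it. With the same normalization for both organs the share in fruits thus stayed under that of leaves. Normalization also raised the number of all fruit-specific genes from 803 to 3552 and of all leaf-specific genes from 1128 to 2332, so the higher share in fruits follows at least in part from the larger number of such genes and does not support this explanation. The share of reads held by the highest genes is not known, since FPKM is scaled by transcript length and lengths were not available. If the low depth of fruits were the cause, hyperacetylated genes that are not organ-specific should often have no reads in fruits, and an FPKM of 0 in both replicates was 4.57 times as frequent among them in fruits (22.26%) as in leaves (4.87%). A gene with an FPKM of 0 in an organ cannot be specific to it, so zeros collect among these genes whatever their cause. The ratio of 4.57 therefore cannot decide on depth, which stays open as a cause of part of the lower share. Zeros among the H3K9ac-marked genes available, 1998 in each organ, were 1.08 times as frequent in fruits as in leaves. These lists are cut short, at gene number 5525 in fruits and 4272 in leaves. The tests do not settle the cause. For roots and female flowers no explanation was tested, and the quality of the ChIP-seq libraries could not be examined. For H3K9ac, Table I lists only a replicate 1 in female flowers (20728464 aligned reads) and in male flowers (14360442). It lists replicates 1 and 2 in leaves (60801975 and 77993354) and roots (56790305 and 70701124). Whether this bears on the shares was not tested.

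A signal was found in lists whose overlap with expression the paper does not report, the genes specifically hypoacetylated or hypermethylated in an organ. Genes were counted as lowest in an organ when the limma test gave a lower value there than in each other organ. Of the 397 genes hypoacetylated in leaves, 143 (36.0%) were lowest in leaves, against 10.52% of all genes (Fisher's exact test, odds ratio 4.99, p = 2.42e-42). The odds ratio was 7.93 for hypoacetylated genes of roots, 7.17 for those of fruits and 47.0 for those of male flowers, the last resting on 3 genes. For hypermethylated genes it was 1.94 in leaves (51 of 277 genes, Fisher's exact test, p = 6.94e-05), 5.24 in roots and 1.61 in fruits. The value for fruits rests on the 1997 genes available of the 4152 in the paper's list. No hypoacetylated or hypermethylated gene of female flowers and no hypermethylated gene of male flowers was lowest there, where only 41 and 24 of all genes were. That low H3K9ac or high H3K27me3 accompanies low expression is a reading of the odds ratios themselves, 4.99 and 1.94 in leaves, and no separate test of it was made. In fruits, where 5952 genes were lowest, the low typical FPKM of the organ may add to the count. Gene length, GC content and the depth of the ChIP-seq libraries were not tested, so the pattern cannot be told apart from an effect of these and stays a hypothesis.

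In fruits, the 3 highest genes of each sample held on average 61.2% of the summed FPKM. This was flagged as a signal in genes the paper does not discuss. MELO3C001815, picked after seeing the data, had 34.0% and 29.6% of the sum in the fruit replicates and 25.7% and 19.9% in those of female flowers, against 3.0% and 7.6% in roots. Its FPKM varied widely between replicates of the same organ, from 24140 to 56440 in male flowers. The median FPKM in fruits was 0.266, against 0.991 in leaves, 1.82 in roots, 3.66 in male flowers and 3.33 in female flowers. Whether these few genes explain the low median was tested by leaving them out and rescaling each sample to the same sum, with the prediction written before the test. The median in fruits was then still 0.302 times the lowest median of the other organs, with 0.947 against 3.14 in leaves, 5.66 in roots, 7.88 in male flowers and 6.72 in female flowers. Their removal therefore did not bring the median of fruits to that of any other organ, though they may account for part of its distance from flowers. The values were rescaled by summed FPKM and not by reads. Transcript lengths were not available, so the share of reads taken by these genes is not known. Low depth was tested by the zeros among H3K9ac-marked genes, and an FPKM of 0 in both replicates was 1.08 times as frequent in fruits (7.06%) as in leaves (6.51%), less than the predicted 1.5 times. This test covers only marked genes, and of these only the 1998 available for fruits and for leaves, since both lists are cut short. Over all genes, 15820 and 16692 had an FPKM above 0 in the fruit replicates, against 19717 and 19418 in those of leaves, so a part played by depth is not excluded. A smaller set of transcribed genes in fruits remains as a hypothesis, but RNA from organelles or ribosomes in the libraries was not tested, since the files name no gene function, and cannot be excluded.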

How the results depend on the processing

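The alternatives below were listed before the processed files arrived, apart from those for the overlap with Table IV, which were chosen after seeing the data. Of 779 rows with an alternative, 756 gave the same reading as the main setting. A value could shift and still count as the same reading, as did the genes lower in female flowers, 4404 without a cutoff against 2967. The difference in expression between H3K9ac-only and H3K27me3-only genes, the overlaps of hyperacetylated genes and those of hypomethylated genes outside fruits kept their direction and their side of the threshold under every alternative. The block on replicate number, moderation without a trend, the filter on low values, the fit of the 4 flower samples, the rule without a test and Fisher's exact test over filtered genes changed no headline result, and neither did leaving out any replicate.

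The fold change cutoff sets the counts of genes. Without a cutoff, 4133 genes were higher in female flowers, 2631 were specific to male flowers and 2511 to female flowers. At a cutoff of 1 on the log2 scale, 831 genes were higher and 1607 lower in female flowers, 495 were specific to fruits, 972 to male flowers and 349 to female flowers, 180 downregulated and hypermethylated genes passed and 34 transcription factors were lower. Many genes thus lie between these cutoffs.

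Quantile normalization changed the organ-specific counts to 2332 for leaves, 3552 for fruits, 882 for male flowers and 707 for female flowers. It raises the values of samples with a low typical FPKM, fruits most, and lowers those of flowers, which could explain these shifts. With 3552 fruit genes, the share of hypomethylated fruit genes that were organ-specific was 11.9% and fell just under that of all genes (Fisher's exact test, p = 0.54), so that this overlap was reversed. It also raised the share of Table IV genes that were organ-specific to 84.1% in leaves and 84.5% in fruits, an alternative chosen after seeing the data. Between flowers, quantile normalization gave 2568 genes higher and 2433 lower in female flowers, against 2242 and 2967 in the main setting.

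Other changes were few. A pseudocount of 0.1 lowered the lowest replicate correlation, that of fruits, to 0.9325, since it spreads low values, which at the depth of fruits rest on few reads. Among genes with an FPKM above 0 in both leaf replicates, the highest and lowest quartiles differed in H3K9ac share by only 1.1 percentage points (Fisher's exact test, p = 0.687). This is a different set of genes, divided anew, without the genes at 0 that fill the lowest quartile of the main setting. In the main setting the second quartile, all above 0, was marked at 59.1% and the highest at 77.3%. Over the lower-numbered part of the range, the difference in H3K27me3 share between the lowest and highest quartile was -0.1 percentage points, a reversal of a small difference. Among single genes, MELO3C022315 fell under the fold change cutoff with quantile normalization (-0.299, limma adjusted p = 0.0209), MELO3C022316 had a limma adjusted p of 0.074 with a pseudocount of 0.1, and MELO3C019694 passed only where the cutoff was dropped (0.332, limma adjusted p = 0.0353). The limma adjusted p of MELO3C019694 was above 0.05 with a pseudocount of 0.1 (0.134), without the filter (0.0555) and with any of the 4 flower samples left out (from 0.0895 to 0.169).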

Differences from the paper's values

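The paper's share of leaf hyperacetylated genes that are specifically expressed in leaves is 43%, and the value from the files was 27.6%. It was within 1.5 times the paper's value with quantile normalization (40.9%), with no fold change cutoff (30.7%) and with Fisher's exact test over filtered genes (30.0%), and with none of the other alternatives set before the files arrived. For leaf hypomethylated genes the paper's value is 32%, against 18.5% from the files. Quantile normalization (28.1%) and the filtered genes (22.3%) came within 1.5 times but stayed under it.

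In Figure S13, the share for hyperacetylated genes is about 18% in fruits, read by eye, against 9.6% of the genes available here, and no alternative closed the gap, quantile normalization giving 32.2%. In male flowers it is about 12% in Figure S13, read by eye, against 25.3%, and a pseudocount of 0.1 (18.0%), quantile normalization (16.1%) and a cutoff of 1 (13.3%) came within 1.5 times. In female flowers it is about 29% in Figure S13, read by eye, against 49.5%, and the same 3 alternatives gave 32.4%, 38.1% and 31.4%. For hypomethylated genes of female flowers it is about 13% in Figure S13, read by eye, against 21.5%. Here the same 3 alternatives gave 14.4%, 15.3% and 12.9%, and the fits without female flowers replicate 1, female flowers replicate 2 and male flowers replicate 1 gave 19.1%, 18.2% and 18.7%.

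The number of leaf-specific genes is about 2600 in Fig. 2c, read by eye, against 1128 from the files, and only quantile normalization, with 2332, came within 1.5 times. For fruits it is about 2300 in Fig. 2c, read by eye, against 803, and none of the alternatives closed the gap, quantile normalization giving 3552. Genes upregulated in female flowers number about 1300 in Fig. 3, read by eye, against 2242. A pseudocount of 0.1 gave 1935, and the fits without female flowers replicate 2 and without male flowers replicate 1 gave 1903 and 1937, within 1.5 times. The paper counts 13 MYB genes, and 20 descriptions of Table VI name MYB, a count for which no alternative was set.

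In direction, Table V lists 275 genes as upregulated and hypomethylated in female flowers, of which 12 passed the limma test as lower there, and 271 as upregulated and hyperacetylated, of which 1 passed as lower. The paper places the highest H3K27me3 level in leaves in the lowest-expressed genes. By share of listed genes, the second quartile was highest, with 38.0% against 20.6% in the lowest, which held only genes with an FPKM of 0. Among genes with an FPKM above 0 in both replicates, divided anew, the lowest quartile exceeded the highest by 24.0 percentage points. There the second quartile exceeded the highest by only 7.0 percentage points. Without the genes at 0, the lowest quartile was thus marked more often than the second, and this difference from the paper was lost.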

Other observations

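Expression of the gene at the G locus (CmWIP1) is shown by the paper with RT-qPCR. In the RNA-seq files, MELO3C014606, the identifier that Figure S23 gives for its exon, had 10.54 ± 0.56 FPKM (SD, n = 2) in male flowers and 2.725 ± 0.247 FPKM in female flowers (log2 fold change -1.63, standard error 0.17, limma adjusted p = 0.000233), with both female replicates under both male ones. It had 0.4675 ± 0.406 FPKM in roots and 0 in leaves and fruits. RNA-seq of mutant flowers is not in the files analysed here.

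MELO3C019694, an example of a gene with sex-dependent H3K27me3 in Fig. 5b, had 9.917 ± 0.439 FPKM (SD, n = 2) in female flowers and 7.672 ± 0.334 FPKM in male flowers (log2 fold change 0.332, limma adjusted p = 0.0353), under the fold change cutoff, and 17.24 ± 2.78 FPKM in fruits. The gene that the primer list names for the negative control, MELO3C015188, had an FPKM of 0 in all 10 samples.

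The AP3-like gene MELO3C003778 had 4.606 ± 0.209 FPKM (SD, n = 2) in leaves, close to its 4.15 ± 0.0267 FPKM in female flowers. The AG-like gene MELO3C002691 was highest in fruits, with 20.08 ± 3.81 FPKM (SD, n = 2) against 8.44 ± 0.0339 FPKM in female flowers. MELO3C014656, among the largest increases in female flowers over male flowers, also had 268.5 ± 1.52 FPKM in roots.

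Whether hyperacetylated genes of flowers look less organ-specific because the other flower is among the organs compared was tested with a prediction written before the overlaps were computed. Whether the pattern exists depends on the setting. In the main setting the share in male flowers, 25.3%, did not differ from the 27.6% of leaves (Fisher's exact test, p = 0.439), but it was under that of leaves with quantile normalization (16.1% and 40.9%), a cutoff of 1 (13.3% and 20.9%) and a pseudocount of 0.1 (18.0% and 25.5%), without a test of these differences. With no fold change cutoff it was above that of leaves (32.3% and 30.7%), also without a test. Against all genes, the odds ratio in the main setting was 5.23 in male flowers and 12.7 in leaves. With the other flower left out, as the prediction asked, 62.7% of male-flower and 71.4% of female-flower hyperacetylated genes were higher than in leaves, roots and fruits (Fisher's exact test, odds ratios 4.3 and 6.71, p = 9.19e-37 and 6.11e-21), but so were 28.5% and 27.3% of all genes. The odds ratio was thus lower than with the other flower included, 5.23 and 22.8.

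Lists of an organ also overlapped with genes specific to other organs. Of genes hypermethylated in leaves, 26.4% were specific to roots (Fisher's exact test over 100 list and organ pairs, odds ratio 4.51, adjusted p = 1.07e-20), and of genes hypermethylated in male flowers, 23.9% (odds ratio 3.88, adjusted p = 3.22e-06). Of genes hypoacetylated in roots, 15.2% were specific to leaves (odds ratio 4.7, adjusted p = 1.37e-45). No explanation was tested for these values.

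Table I gives the same number of aligned reads, 23852252, for an input library of male flowers and of female flowers. Whether this is a shared library is not stated there.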
